# A gene subset requires CTCF bookmarking during the fast post‐mitotic reactivation of mouse ES cells

**DOI:** 10.15252/embr.202256075

**Published:** 2022-11-04

**Authors:** Almira Chervova, Nicola Festuccia, Luis Altamirano‐Pacheco, Agnès Dubois, Pablo Navarro

**Keywords:** CTCF, ES cells, gene reactivation, hyper‐transcription, mitotic bookmarking, Cell Cycle, Chromatin, Transcription & Genomics, Stem Cells & Regenerative Medicine

## Abstract

Mitosis leads to global downregulation of transcription that then needs to be efficiently resumed. In somatic cells, this is mediated by a transient hyper‐active state that first reactivates housekeeping and then cell identity genes. Here, we show that mouse embryonic stem cells, which display rapid cell cycles and spend little time in G1, also display accelerated reactivation dynamics. This uniquely fast global reactivation lacks specificity towards functional gene families, enabling the restoration of all regulatory functions before DNA replication. Genes displaying the fastest reactivation are bound by CTCF, a mitotic bookmarking transcription factor. In spite of this, the post‐mitotic global burst is robust and largely insensitive to CTCF depletion. There are, however, around 350 genes that respond to CTCF depletion rapidly after mitotic exit. Remarkably, these are characterised by promoter‐proximal mitotic bookmarking by CTCF. We propose that the structure of the cell cycle imposes distinct constrains to post‐mitotic gene reactivation dynamics in different cell types, via mechanisms that are yet to be identified but that can be modulated by mitotic bookmarking factors.

## Introduction

The duration of the cell cycle is highly variable between cell types and during developmental and physiological stages (Dawson *et al*, 1965). A significant amount of this variability depends on the length of the G1 phase (Smith & Martin, 1973), the period following mitosis during which the cell prepares for replicating its DNA and undergoing, or not, an additional division. This transition, known as the G1/S checkpoint, is controlled by extrinsic signals, such as growth factors, which enable progression through the remaining phases of the cell cycle when the environment is favourable for cell growth (Pardee, 1974). The gap between mitosis and replication also provides time for the cell to reinstate an appropriate gene transcription profile. Indeed, mitosis is accompanied by major molecular modifications that entail a drastic downregulation of transcription and a halt of gene regulatory processes (Festuccia *et al*, 2017a). Hence, following mitosis, the cell needs to reactivate its regulatory networks and gene expression to ensure housekeeping functions such as DNA replication or protein synthesis and to maintain the specific molecular and physiological features that define its identity. How the genome undergoes this reawakening of transcription is not entirely understood. Recently, several studies have addressed this question in somatic cells (Hsiung *et al*, 2016; Palozola *et al*, 2017; Kang *et al*, 2020). A picture has emerged that a strong burst of transcription characterises around half of active genes, which may reach after mitosis the highest levels of transcription they will ever attain during the cell cycle (Hsiung *et al*, 2016). Such hyper‐activation is observed first for genes required to rebuild the interphasic cell and only later for those linked to cell identity (Palozola *et al*, 2017; Kang *et al*, 2020). In these three examples studied with sufficient time resolution, the vast majority of genes reach maximal transcription levels during a window of 80–300 min after release from a mitotic block, with the first signs of transcription apparent after approximately 60. Such kinetics are relatively rapid, with respect to the long cell cycles of most cell types, which typically last 24 h. Yet, ensuring the timely reactivation of the genome might be challenging for rapidly proliferating cells. In these cell types, a short G1 phase of less than 2–3 h might require replication to start even if transcription is not fully re‐established. Alternatively, fast cycling cells might display accelerated reactivation dynamics. In support, transformed cells (Palozola *et al*, 2017; Kang *et al*, 2020) appear to reawaken their genome slightly faster than non‐transformed ones (Hsiung *et al*, 2016), suggesting that cellular differences influence the pace of post‐mitotic events. To understand if this relationship applies also to untransformed cells, we focused on undifferentiated mouse Embryonic Stem (ES) cells. Derived from early embryos, these pluripotent cells have an intrinsic demand for fast reactivation after mitosis (Festuccia *et al*, 2017b; Zaveri & Dhawan, 2018), owing to four properties. First, their average cell cycle time is of only 12 h, due to the absence of a G1/S checkpoint; almost immediately after mitosis, ES cells start DNA replication. Second, they self‐renew indefinitely, indicating that they are particularly efficient in maintaining their transcriptome across virtually infinite cell divisions. Third, the preservation of their properties strictly relies on a nearly continuous regulation of gene expression by transcription factors (TFs). Fourth, ES cells were shown to be particularly prone to differentiate after mitosis, indicating that their identity is unstable in G1. We observe that most genes, around 90%, reach maximal transcription levels within the first 2 h after division and a substantial fraction initiate their reactivation as soon as 20–30 min after release from a mitotic block. These kinetics allow the near complete re‐establishment of the transcriptome before the onset of replication. Given that the TF CTCF (Merkenschlager & Nora, 2016) remains bound to a large fraction of its target sites during mitosis (Owens *et al*, 2019), a process known as mitotic bookmarking (Festuccia *et al*, 2017a) and that is either strongly reduced or completely abrogated in other cell types (Oomen *et al*, 2019; Owens *et al*, 2019; Zhang *et al*, 2021a), we hypothesised that CTCF may contribute to the particularly fast and global transcriptional bursting occurring in post‐mitotic ES cells. Using auxin‐inducible depletion of CTCF (Nora *et al*, 2017) we rule out such global function for CTCF, highlighting the robustness of the post‐mitotic burst in ES cells. Despite this, however, we identify around 350 genes enriched in promoter‐proximal mitotic bookmarking by CTCF that display early post‐mitotic responsiveness to CTCF, providing direct experimental evidence of the function of CTCF at the mitosis to G1 transition. We propose that while yet to identify mechanisms may underlie important cell type specificities of the post‐mitotic hyper‐active state, mitotic bookmarking factors play an important role in modulating its dynamics and amplitude for selected groups of target genes.

## Results

### Following post‐mitotic transcription in ES cells with high temporal resolution

We established experimental conditions to follow gene reactivation after mitosis using CCNA‐GFP cell cycle reporters (Festuccia *et al*, 2016) and a double inhibition protocol that allows the efficient block of ES cells in metaphase (4 h CDK1 inhibition with RO‐3306 followed by a release into nocodazole‐supplemented medium for 4 h and shake‐off; Fig 1A). We monitored the dynamics of GFP expression and changes in DNA content by Fluorescent‐Activated Cell Sorting (FACS), as mitotic cells completed division and re‐entered interphase. Two hours post‐release, we observed that a substantial fraction of cells had repopulated the G1 compartment (Fig 1A). We also monitored entry into the S phase by EdU labelling and observed that the vast majority of cells had started DNA replication before 3 h post‐replication (Fig 1B). Moreover, we also observed a gradual decompaction of the chromatin and the acquisition of an interphase‐like nuclear morphology, characterised by prominent chromocentres, during the first 2 h of release (Fig 1C). Therefore, we aimed at analysing gene reactivation during the first 2 h after mitosis. Other studies have used direct methods to monitor post‐mitotic transcription (Hsiung *et al*, 2016; Palozola *et al*, 2017; Kang *et al*, 2020; Pelham‐Webb *et al*, 2021), such as RNAPII profiling or labelling and purification of nascent transcripts in FACS‐purified G1 cells; however, these strategies practically preclude highly resolutive temporal analyses as they require extensive amounts of starting material or manipulation. Hence, in order to generate gene reactivation profiles with high temporal resolution, we decided to use ribo‐depleted, single‐stranded RNA‐seq and a STAR‐RSEM pipeline (Li & Dewey, 2011; Dobin *et al*, 2013) that allowed to quantify intron‐containing pre‐mRNA isoforms. 

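CCNA-GFP cells are E14Tg2a mouse ES cells that carry a cyclin A-GFP cell cycle reporter. They were treated with RO-3306, an inhibitor of CDK1, at 10 µM for 4 h, then with nocodazole at 50 ng/ml for 4 h, and mitotic cells were collected by shake-off and released. The series used here holds 19 libraries: 3 of asynchronous cells, 3 of mitotic cells, 2 at each of 20, 30, 40, 60, 90 and 120 min after release, and 1 at 50 min, from replicate 3. The legend of Fig 2 gives n = 2 for each post-mitotic sample, but values at 50 min come here from a single library and carry no error. The authors aligned the reads to mm10 with STAR and quantified them with RSEM against Gencode vM12, to which they had added a pre-mRNA isoform for each gene. Pre-mRNA still holds the introns and is soon spliced, so that its level follows ongoing transcription. The values are TPM of the pre-mRNA isoform of 9911 genes, and all of these genes pass the paper's filter of 0.5 TPM. TPM keep no read counts, so the sequencing depth of each library, and the counting error behind each value, are unknown. The listed TPM summed to 20501–28934 per library in asynchronous cells (median 20541), 13746.9–17245 in mitotic cells (median 14734) and 30992–42576 at 60 min (median 36784). Over the other time points these sums ran from 14114 in a library at 20 min to 41016 in a library at 90 min. The 100 most abundant genes held 7.05–10.1% of the sum. In each library every low value is a whole multiple of a step of 0.0217–0.0381 TPM, which is the step of TPM rounded to 2 decimals times a factor of 2.17–3.81. This factor was 3.54–3.81 in the libraries at 60 min, 2.81–3.48 in mitotic and 2.30–2.91 in asynchronous cells, and the paper's text does not say what it corrects for. From these TPM, the fold change of a gene was computed as (TPM + 1) / (mitotic TPM + 1) within each replicate and then averaged over replicates. Each stage was compared with mitosis by limma on log2(TPM + 1) over the 19 libraries, with the replicate number as a block and Benjamini-Hochberg adjustment over the 9911 genes. Genes with an adjusted p under 0.05 were called. No call was made at 50 min, where there is no replicate.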

Asynchronous cells were harvested in parallel with mitotic cells and samples obtained at different times following nocodazole release (20, 30, 40, 50, 60, 90 and 120 min) and immediately processed for RNA extraction. Therefore, in comparison to previous studies in ES cells that relied on a maximum of two time‐points after mitosis (Festuccia *et al*, 2016, 2019; Teves *et al*, 2018; Pelham‐Webb *et al*, 2021), our strategy provides an unprecedented temporal resolution, revealing a previously overlooked complexity. For instance, based on an early (1 h post‐mitosis) versus late‐G1 (3 h) analysis, pluripotency‐associated genes have been shown to reactivate fast and remain highly transcribed (Pelham‐Webb *et al*, 2021). However, our time‐resolved analysis shows a variety of behaviours within the first 2 h of release (Appendix Fig S1). Genes such as *Oct4* and *Klf4* display a strong burst at slightly different timepoints, followed by a downregulation; others, like *Esrrb*, reactivate later but remain stably transcribed (Fig 2). Similarly, cell‐cycle associated genes have been previously found to reactivate early or late after mitosis, depending on their function during the G1/S or G2/M transition (Pelham‐Webb *et al*, 2021). Instead, our results show a large variability in gene transcription patterns (Appendix Fig S1), with many cell‐cycle genes showing intense, non‐synchronous early bursts of transcription that may, or may not, be subsequently maintained (Appendix Fig S1 and Fig 2). Therefore, without the required temporal resolution, the differential reactivation kinetics characterising individual genes remains unnoticed (Fig 2). 

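Oct4 (Pou5f1) lies on chromosome 17 of GRCm38 (mm10) from 35506018 to 35510772. Its pre-mRNA was at 8.42 ± 3.14 TPM in mitotic cells (SD, n = 3), 9.87 ± 3.88 TPM at 40 min and 17.7 ± 5.74 TPM at 60 min (SD, n = 2 each). The log2 fold change from mitosis was 1.20 at 60 min (standard error 0.15, adjusted p = 2.1e-07 from limma, higher in 2 of 2 replicates). From 60 to 120 min Oct4 went from 21.8 to 12.6 TPM in replicate 1 and from 13.7 to 10.9 TPM in replicate 2. Klf4 lies on chromosome 4 from 55527143 to 55532466. It rose from 1.14 ± 0.348 TPM in mitosis (SD, n = 3) to 5.77 ± 1.61 TPM at 40 min (SD, n = 2), 9.31 TPM at 50 min and 6.41 ± 0.359 TPM at 60 min (SD, n = 2). Its log2 fold change was 1.77 at 40 min (standard error 0.17, limma adjusted p = 2.5e-07) and 1.92 at 60 min (standard error 0.17, limma adjusted p = 3.3e-09). At 120 min Klf4 was at 3.12 ± 0.413 TPM (SD, n = 2), below its level at 60 min in both replicates. Esrrb, on chromosome 12 from 86361117 to 86521628, was at 1.61 ± 0.444 TPM in mitosis (SD, n = 3) and 1.91 ± 0.674 TPM at 40 min (SD, n = 2), where its log2 fold change of 0.32 was not called (limma adjusted p = 0.079). It reached 4.27 ± 2.19 TPM at 60 min, 5.93 ± 0.692 TPM at 90 min and 4.30 ± 0.819 TPM at 120 min (SD, n = 2 each). The log2 fold change of Esrrb was 1.14 at 60 min and 1.20 at 120 min (standard error 0.15 for both). Between these time points Esrrb went down in replicate 1, from 5.82 to 4.88 TPM, and up in replicate 2, from 2.72 to 3.72 TPM. Scaling the libraries to the same total moved these genes most: at 60 min the log2 fold change was then 0.99 for Klf4, which was still called, 0.16 for Esrrb, which was not, and −0.05 for Oct4. Myc, on chromosome 15 from 61985391 to 61990374, had a log2 fold change of 1.69 at 40 min and 2.11 at 60 min. Of the 18 pluripotency genes of Appendix Fig S1, all of them listed, 9 were called higher than in mitosis at 40 min and 17 at 60 min. The counts were the same when adjusted over the list alone, and since the study shows these genes from the same libraries, that count is not independent evidence. The mean fold change of the 18 genes was highest at 50 min for 6 genes, at 60 min for 2, at 90 min for 9 and at 120 min for 1.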

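Cdk2 lies on chromosome 10 of GRCm38 from 128697939 to 128705031. Its pre-mRNA rose from 0.843 ± 0.183 TPM in mitosis (SD, n = 3) to 6.70 ± 1.77 TPM at 60 min (SD, n = 2). Cdk2 was called from 30 min on, with a log2 fold change of 0.77 at 30 min (limma adjusted p = 0.0449) and 2.14 at 60 min (standard error 0.15, limma adjusted p = 2.4e-10). At 120 min it was at 3.96 ± 0.112 TPM (SD, n = 2), and asynchronous cells held 2.35 ± 0.487 TPM (SD, n = 3). E2f1, on chromosome 2 from 154559407 to 154569892, was at 3.46 ± 0.807 TPM in mitosis (SD, n = 3), 7.64 TPM at 50 min, 6.12 ± 0.707 TPM at 60 min and 4.22 ± 0.261 TPM at 120 min (SD, n = 2 each). Its log2 fold change from mitosis was 0.80 at 60 min (standard error 0.12, limma adjusted p = 3.0e-06) and −0.25 in asynchronous cells (limma adjusted p = 0.0398). Rb1, on chromosome 14 from 73183673 to 73325822, rose later. It was at 1.24 ± 0.193 TPM in mitosis (SD, n = 3), 2.33 ± 0.743 TPM at 60 min, 3.45 ± 0.340 TPM at 90 min and 3.01 ± 0.363 TPM at 120 min (SD, n = 2 each). The log2 fold change of Rb1 was 0.14 at 40 min (limma adjusted p = 0.309) and 0.92 at 90 min (limma adjusted p = 2.5e-07). With the libraries scaled to the same total, the log2 fold change at 60 min became −0.31 for E2f1 and −0.25 for Rb1, and that of Cdk2 was 1.24. Appendix Fig S1 shows 27 cell cycle genes, of which 25 are listed and Ccn1 and Ccn2 are not. At 40 min 15 of the 25 were called higher than in mitosis and at 60 min 23, with the same counts adjusted over the list alone. Their fold change at 60 min ran from 1.18 to 4.28, with a median of 1.74. The mean fold change was highest at 50 min for 11 genes, at 60 min for 6, at 90 min for 6 and at 120 min for 2. Between 60 and 120 min the level fell in both replicates for 17 of the 25 genes and rose in both for 3. Of the 18 pluripotency genes, 7 fell and 4 rose in both.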

As a final control of the quality of our dataset, we monitored transcription of histone genes, which is known to occur specifically during S phase (Gunjan *et al*, 2005). Accordingly, and in contrast to most other genes (Appendix Fig S1), histones displayed much higher transcriptional levels in asynchronous cells than after division, reflecting a prevalence of cells in S phase in cycling ES cells (~60–70%). Nevertheless, all histone genes showed signs of substantial transcriptional reactivation as soon as 50′ after release (Fig 2), matching a remarkably fast entry into S phase, which could be observed as early as 1 h after division (Fig 1B). Hence, previous studies using 1 h as the first time point after mitosis may have missed early dynamics, which, presumably, are those most tightly linked to processes such as mitotic bookmarking. Thus, our approach captures the kinetics of transcription reactivation linking mitosis to the onset of the S phase with unprecedented details.

**Figure 1:**
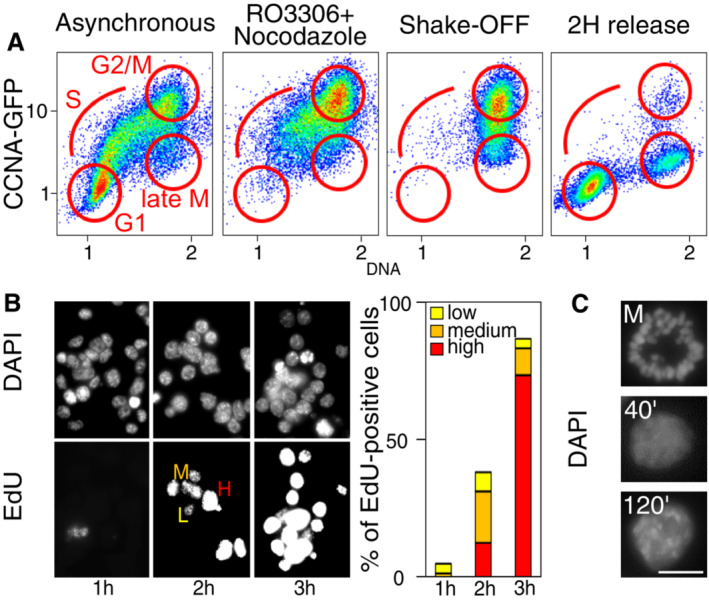
Following gene reactivation in post‐mitotic ES cells with high temporal resolution FACS scatter plots of CCNA‐GFP cell‐cycle reporters (*Y*‐axis, CCNA‐GFP fluorescence, arbitrary units, log scale; *X*‐axis, relative DNA content measured by Hoechst staining). Four conditions are presented, as shown above each panel. Cell cycle phases are indicated in red in the plots.Representative images of cells released from mitosis for 1, 2 or 3 h in EdU‐containing medium. Top, DNA staining with DAPI; Bottom, EdU immunofluorescence. L, M and H indicate cells with low, medium or high levels of EdU incorporation. The barplot shows the quantification of the proportion of replicating cells at each time point.Representative image of cells stained with DAPI upon mitotic arrest and shake‐off (top), and after 40 and 120 min post‐release (middle and bottom). Note obvious chromocentres (DAPI‐dense regions) after 120 min, indicating the restoration of a chromatin organisation typical of interphase. Scale bar: 10 μm.

**Figure 2:**
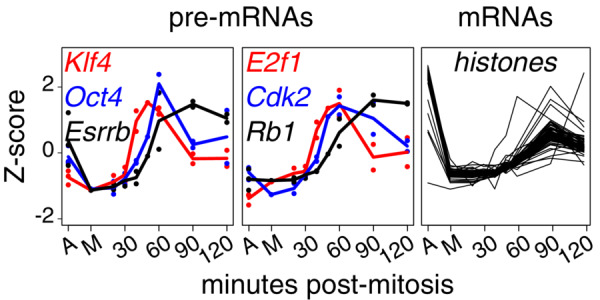
Examples of post‐mitotic gene reactivation *Y*‐axis, *z*‐score; *X*‐axis, timepoints. A indicates asynchronous cells, M mitotic cells and the numbers represent the minutes after release from the mitotic block. Dots show individual replicates and lines averages (*n* = 3 for A and M; *n* = 2 for each post‐mitotic sample). Pre‐mRNA levels are shown for pluripotency genes (*Oct4*, *Klf4*, *Esrrb*) and cell cycle regulators (*E2f1*, *Cdk2*, *Rb*); mRNA levels for individual histone genes (only averages are shown).

### Rapid genome‐wide transcriptional bursting in post‐mitotic ES cells

We then aimed at studying the global dynamics of gene reactivation. For this, we focused on around 10,000 Refseq curated genes displaying at least 0.5 pre‐mRNA Transcripts Per Million (TPM) in either asynchronous cells or in two or more samples after nocodazole release (Dataset EV1). These were then ranked by their mean post‐mitosis fold‐change between 20 and 90′ of release, which orders them according to both the timing and the amplitude of their reactivation (Appendix Fig S2A). 

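The mean log2 fold change over 20 to 90 min had a median of 0.42 over the 9911 genes, with quartiles at 0.22 and 0.64. It was above 0 for 9511 genes (96.0%) and above 1 for 512. A total of 8741 genes were called at 60 min and higher than in mitosis in every replicate there, and among these the largest mean was that of Mir20a. Mir20a is a microRNA gene of 107 bp on chromosome 14 of GRCm38, from 115044157 to 115044263. Its pre-mRNA isoform lies inside a longer host transcript, so reads from the host cannot be separated from its own. Mir20a was listed at 0 TPM in mitotic replicates 1 and 3 and at 0.299 TPM in replicate 2, and at 10.1 ± 0.601 TPM at 60 min (SD, n = 2), a log2 fold change of 3.47 (standard error 0.39, limma adjusted p = 5.3e-08, higher in 2 of 2 replicates). Hist1h2br, on chromosome 13 from 21833743 to 21837530, was next. It belongs to a histone gene family whose members share sequence, so its reads could be split among them. Hist1h2br went from 1.82 ± 1.29 TPM in mitosis (SD, n = 3) to 18.4 ± 1.78 TPM at 40 min (SD, n = 2), 36.7 TPM at 50 min and 13.5 ± 2.44 TPM at 60 min (SD, n = 2). Cd68, on chromosome 11 from 69664213 to 69666153, rose from 1.84 ± 0.262 TPM in mitosis (SD, n = 3) to 22.7 ± 2.45 TPM at 60 min (SD, n = 2), with a log2 fold change of 3.23 (standard error 0.16, limma adjusted p = 2.5e-11, higher in 2 of 2 replicates). It was back at 4.58 ± 0.511 TPM at 120 min (SD, n = 2) and stood at 1.95 ± 0.729 TPM in asynchronous cells (SD, n = 3).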

We observed a fast and global reactivation of the transcriptome, starting at 20–40′ for most genes, reaching particularly high levels within an hour and declining thereafter (Fig 3A). 

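The median fold change from mitosis over the 9911 genes was 1.03 ± 0.0294 at 20 min, 1.07 ± 0.0542 at 30 min and 1.19 ± 0.0473 at 40 min (SD of the medians of single replicates, n = 2 each). It was 1.47 at 50 min and 1.72 ± 0.232 at 60 min (n = 2), where replicate 1 had 1.89 and replicate 2 had 1.56. It was then 1.69 ± 0.0556 at 90 min and 1.59 ± 0.0399 at 120 min (n = 2 each), and 1.26 ± 0.0846 in asynchronous cells (n = 3). The decrease from 60 to 120 min was smaller than the spread between the replicates at 60 min. In replicate 1 the median fell from 1.89 to 1.55, and in replicate 2 it rose from 1.56 to 1.61. The share of genes with a mean fold change above 1 was 77.2% at 20 min, 89.5% at 30 min, 93.1% at 50 min and 95.8% at 60 min. In the limma fit, 0 genes were called at 20 min (253 at an unadjusted p under 0.05), 30 higher and 0 lower at 30 min, and 4888 higher and 4 lower at 40 min. At 60 min 8749 genes were higher and 51 lower, at 90 min 8833 and 94, and at 120 min 8944 and 65. In asynchronous cells 6975 genes were higher than in mitosis and 195 lower. The calls at 30 min rest on few libraries: without replicate 2, 309 genes were higher, and with no replicate block in the fit there were 0. The medians depend on the scaling of the libraries and on the pseudocount, and with a pseudocount of 0.1 the median at 60 min was 2.48. With each library divided by its own scaling factor the median was 1.28 at 60 min and 1.19 in asynchronous cells. This division lowers all TPM while the pseudocount stays at 1, which by itself shrinks the fold changes. These medians thus do not show how much of the rise the factors account for. The divided totals, which need no pseudocount, went from 4229 in mitosis to 11189 at 60 min in replicate 1. In replicate 2 they went from 4139 to 8766. With all libraries scaled to the same total, which removes any change shared by all genes, the median was 1.02 at 60 min, with 3607 genes higher and 3302 lower than in mitosis.

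**Figure D1:**
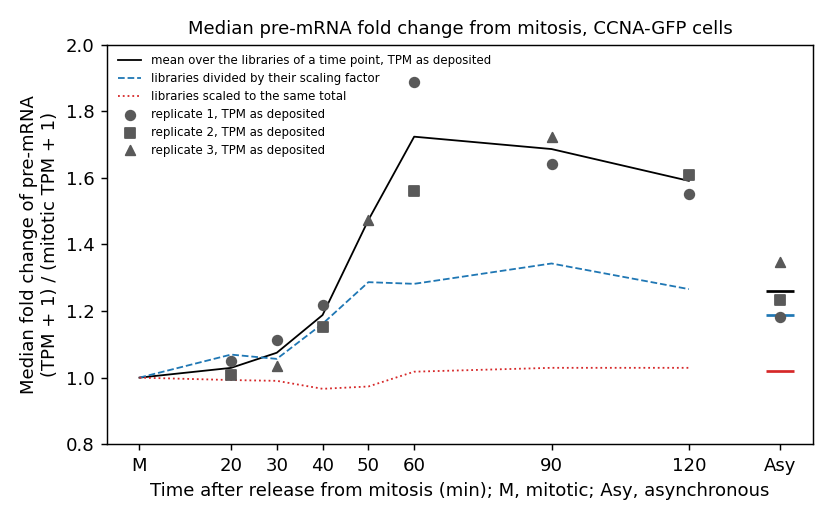
Median over 9911 genes of the fold change of pre-mRNA from mitosis (vertical axis, (TPM + 1) / (mitotic TPM + 1)) against time after release in min (horizontal axis) in CCNA-GFP cells, with asynchronous cells at the right. Markers are single replicates and the solid line is the median of the fold change averaged over replicates, which reaches 1.72 at 60 min. The dashed line, from libraries divided by their scaling factor, is at 1.28 there, and the dotted line, from libraries scaled to the same total, at 1.02. The division lowers all TPM while the pseudocount stays at 1, so the pseudocount also lowers the dashed line.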

To more directly evaluate the global reactivation dynamics, we computed the proportion of genes reaching either maximal levels (Fig 3B left) or the levels measured in asynchronous cells (Fig 3B right), at each time point. We observed that around 90% of genes reach their maximal transcriptional level earlier than 2 h following mitosis and around 30, 65 and 80% reached or surpassed the levels measured in asynchronous cells at 40, 60 and 120′, respectively. 

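Each gene was assigned the first time point at which its mean TPM was at least that of asynchronous cells, and the condition with its highest mean TPM. Genes lower in asynchronous than in mitotic cells were not counted as reaching the asynchronous level, but remain among the 9911 genes of which shares are given. The highest mean was reached by 40 min for 0.464 ± 0.457% of the 9911 genes, by 60 min for 45.2 ± 18.2%, by 90 min for 82.3 ± 0.835% and by 120 min for 89.6 ± 2.14% (SD between shares with single replicates at the same time point). For the remaining 1033 genes (10.4%) asynchronous cells had the highest mean. By 60 min the share at the maximum was 29.8% without replicate 1, 60.3% without replicate 2 and 50.3% without replicate 3. By 50 min, where the single library belongs to replicate 3, the share at the maximum was 22.1% from mean TPM and 11.8% from fold changes within each replicate. The asynchronous level was reached by 3.03 ± 5.24% of genes at 20 min, 15.3 ± 13.1% at 30 min and 32.2 ± 7.33% at 40 min. It was reached by 66.1% at 50 min (a single library), 72.6 ± 4.99% at 60 min, 80.3 ± 1.60% at 90 min and 81.2 ± 1.83% at 120 min. Fold changes taken within each replicate gave 35.5%, 73.5% and 81.3% at 40, 60 and 120 min. The total to which the libraries are scaled moved these shares most, to 18.3%, 25.5% and 31.4% with the same total in each library. With that total 4449 genes, against 828, were lower in asynchronous than in mitotic cells and so not counted. Part of the fall thus comes from genes already above the asynchronous level in mitosis. Genes with their highest mean in asynchronous cells numbered 2352 with that total.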

Since this intense burst of transcriptional activity has been previously observed (Hsiung *et al*, 2016; Palozola *et al*, 2017; Kang *et al*, 2020), we aimed at directly comparing these results with previous datasets, even though intrinsic experimental differences may not allow to reach definitive conclusions. Our comparisons indicate that in ES cells this phenomenon occurs faster and the magnitude and the number of genes engaged appear to be substantially higher (Appendix Fig S2B). Moreover, this analysis also identified around 10% of genes that displayed low levels in asynchronous cells but a strong burst after mitosis, possibly reflecting genes with preferential transcription during G1. 

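In the CCNA-GFP libraries 828 of the 9911 genes (8.35%) had a lower mean TPM in asynchronous than in mitotic cells. Their highest mean fold change from mitosis over the post-mitotic time points had a median of 1.77, and 713 of them were called higher than in mitosis at 60 min. The median log2 difference between asynchronous and mitotic cells was −0.10. Asynchronous cells were below mitotic cells in all 3 replicate pairs for 359 of these genes (43.4%), in 2 pairs for 361 and in 1 or 0 pairs for 108. With no difference between the stages, 12.5% of genes would be below in all 3 pairs, before any selection on the mean. Selection on the mean raises this share, so 43.4% cannot be set against 12.5% directly. The limma fit called 195 of the 828 genes lower in asynchronous than in mitotic cells. Among genes with a mean of at least 1 TPM the group held 475 genes. With the libraries divided by their scaling factor it held 481, and with the same total in each library 4449. The paper describes genes of this kind as possibly having preferential transcription during G1.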

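The mean fold changes from mitosis of the 9911 genes were turned into log2 values, centred over mitosis, the post-mitotic time points and asynchronous cells, and decomposed into principal components, and single libraries were then projected on these. On the plane of the first and second components, the step from mitosis to 20 min had a length of 7.82, that from 20 to 30 min 9.38, that from 30 to 40 min 27.0, that from 40 to 50 min 35.5 and that from 50 to 60 min 22.2. The later steps were 23.7 from 60 to 90 min and 11.1 from 90 to 120 min. Replicates of the same time point lay 9.29 apart at 20 min, 12.9 at 30 min, 9.90 at 40 min, 28.1 at 60 min, 8.96 at 90 min and 7.91 at 120 min. The step into 20 min was thus shorter than the distance between replicates at 20 min. The step into 30 min was shorter than the distance between replicates at 30 min and slightly longer than that at 20 min. The step into 40 min was longer than the distances between replicates at 30 and 40 min. The sets of replicates differ between time points: 20, 40, 60 and 120 min have replicates 1 and 2, 30 and 90 min have 1 and 3, and 50 min has only 3. All steps but the first thus include part of the difference between replicates, and no distance between replicates is known at 50 min.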

Principal component analysis (PCA; Fig 3C) confirmed that major global changes take place between 40 and 60′ after mitosis. Following this, the transcriptome became increasingly similar to that of asynchronous cells. Notably, the most pronounced differences to asynchronous cells were observed after 50–60′, coinciding with the maximal transcriptional peak. 

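On the same plane, the distance to the mean of the asynchronous libraries was 36.8 for mitotic cells, 32.2 at 20 min, 26.9 at 30 min and 34.8 at 40 min. It was 58.6 at 50 min and 68.1 at 60 min. At 90 min it was 54.4 and at 120 min 43.6. The mean distance between the 3 asynchronous replicates was 11.6. The decreases from 60 to 90 min and from 60 to 120 min were both smaller than the distance between the replicates at 60 min. With each replicate decomposed alone, asynchronous cells were farthest from 60 min in replicates 1 and 2 and from 50 min in replicate 3. The later time points were thus nearer to asynchronous cells in each replicate.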

PC1 and PC2 capture ~80 and ~12% of the measured variance, respectively. Therefore, we selected the top and bottom 1,000 genes contributing to PC1 and PC2 (PC1t, PC1b, PC2t, PC2b in Fig 3D) corresponding to four major dynamics contributing to the temporal changes of the transcriptome: PC1t and PC2t genes are detected at high levels in asynchronous cells and are either rapidly (PC1t, in red) or more slowly reactivated after mitosis (PC2t, in orange); PC1b and PC2b genes are detected at lower levels in asynchronous cells and either remain poorly transcribed (PC1b, in black) or display a strong and transient transcriptional burst after mitosis (PC2b, in blue). 

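In CCNA-GFP cells PC1 held 80.6% (SD 2.76 between decompositions of single replicates) and PC2 12.0% (SD 3.50) of the variance of the log2 fold changes. With the libraries scaled to the same total, PC1 held 54.7% and PC2 23.2%.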

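The 1000 genes at each end of both components were taken from the same decomposition. Genes of the PC1t group had a mean fold change from mitosis of 1.93 at 40 min, 2.95 at 50 min, 3.36 ± 0.537 at 60 min (SD, n = 2) and 2.55 at 120 min, and of 1.47 ± 0.114 in asynchronous cells (SD, n = 3). The PC1b group stood at 1.02 at 60 min and 1.09 at 120 min, and at 1.26 in asynchronous cells. The PC2t group went from 1.101 at 40 min to 1.59 ± 0.340 at 60 min and 2.00 ± 0.0618 at 90 min (SD, n = 2 each), and was at 1.98 at 120 min. The PC2b group was at 1.89 at 40 min and 2.76 ± 0.162 at 60 min, and came down to 1.92 ± 0.201 at 90 min and 1.70 ± 0.151 at 120 min (SD, n = 2 each). In asynchronous cells PC2b genes were at 1.14 ± 0.0496 (SD, n = 3). The median TPM in asynchronous cells was 2.28 for PC1t, 2.78 for PC2t, 1.05 for PC1b and 1.18 for PC2b. PC2b shared 320 of its 1000 genes with PC1t, and PC2t shared 56 with it.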

Gene Ontology analyses with these four groups of 1,000 genes characterised by different transcriptional behaviours revealed that those contributing to PC1t are prominently enriched in global cellular functions, the G1/S cell cycle transition and replication, but strikingly also in stem cell–related terms including the pluripotency network (Fig 3E and Appendix Fig S3). This suggests that, in contrast to other cell types (Palozola *et al*, 2017; Kang *et al*, 2020), ES cells rapidly reactivate both cell‐type‐specific genes and genes executing general functions. To test this more thoroughly, we selected all significant associations (FDR < 0.05) derived from the analysis of top/bottom PCA genes (Fig 3D and Dataset EV2) and calculated the FDR corresponding to their enrichment along a sliding window of 500 genes displaying increasingly pronounced and fast reactivation dynamics (from top to bottom in Fig 3A, and see Appendix Fig S2A). This analysis revealed that all terms are strongly biased towards the fastest genes (Fig 3F), including global gene expression functions, the G1/S transition and DNA replication, as well as the pluripotency network. Altogether, we conclude that ES cells display less functional specificity regarding how the genome awakens after mitosis, compared with other cell types where genes associated with the rebuilding of the interphasic cell precede cell type‐specific genes (Hsiung *et al*, 2016; Palozola *et al*, 2017; Kang *et al*, 2020). The nearly simultaneous and fast reactivation of the cell cycle machinery, basal gene expression functions and the pluripotency network in ES cells may enable these cells to cope with a short cell cycle, with the lack of a G1/S checkpoint and satisfy their continued dependency on TFs to self‐renew (Festuccia *et al*, 2017b).

**Figure 3:**
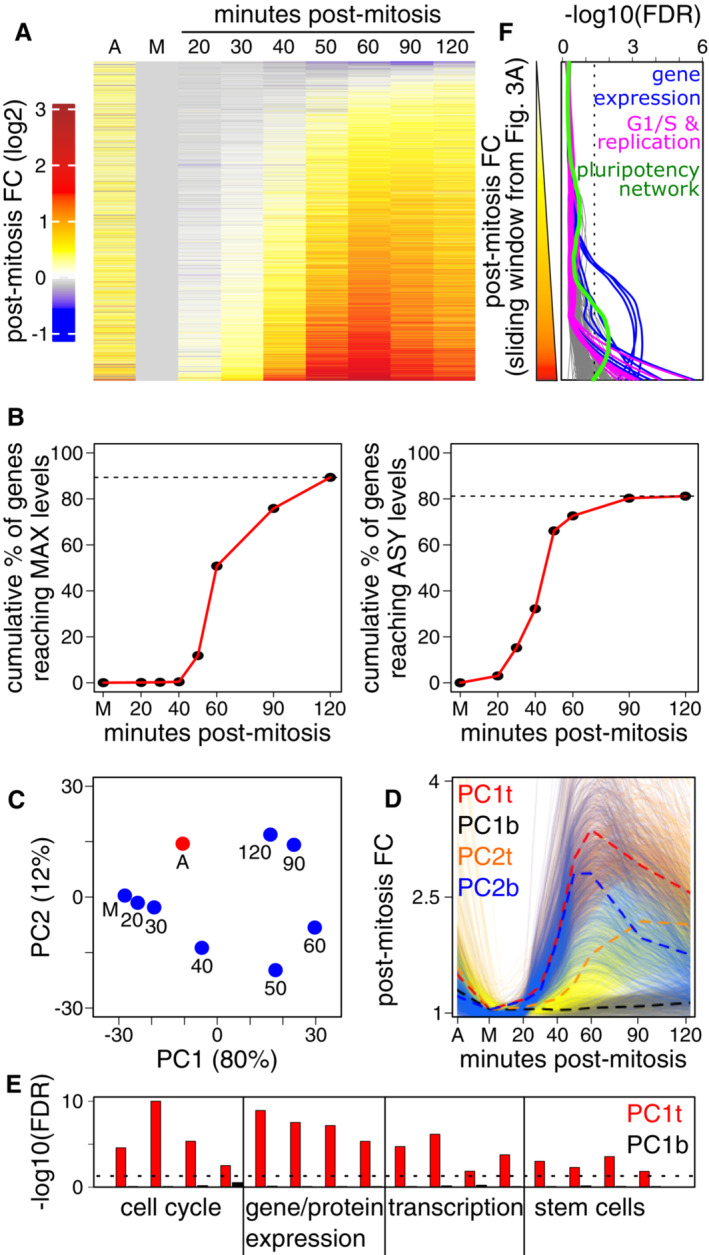
A prominent and fast burst of transcription shortly after mitosis Heatmap showing average log2 fold change to mitosis of pre‐mRNA levels for 9,911 individual genes in asynchronous cells (A), mitotic cells (M), and at each timepoint post release, ranked from top to bottom by the mean of 20–90 min. Two to three independent biological replicates were used, see Materials and Methods for details.Cumulative plots showing the percentage of genes reaching maximal detection levels (left) or the levels detected in asynchronous cells (right) as a function of time. The dashed horizontal lines denote the maximal observed cumulative proportion of genes. Note that around 10% of genes (1,033) display maximal transcription in asynchronous cells. An additional ~10% of genes (831) showed instead low levels of transcription in asynchronous cells compared to mitosis.Principal Component Analysis of all considered samples. The variance captured by each dimension is indicated. Samples are labelled as in Fig 3A.Individual traces (light lines; smoothed with a loess regression) and mean profiles (dashed bold lines) of 1,000 genes identified from the top and bottom PCA loadings of PC1 and PC2, revealing the major tendencies driving post‐mitotic gene reactivation (*Y*‐axis, fold change to mitosis; *X*‐axis as in Fig 2). These four gene lists were subject to gene Ontology analyses, as shown in Appendix Fig S3.Barplot showing −log10(FDR) of selected Terms over PC1t (red) and PC1b (black) gene groups. Each bar corresponds, from left to right, to the cell cycle and replication (GO:0007346, GO:0006261, GO:0000082, GO:0000086), gene/protein expression (GO:0010467, GO:0006397, GO:0042254, GO:0045047), transcription (GO:0045893, GO:0065004, GO:0006354, GO:0000083), stem cells (PluriNetWork WP1763, GO:2000736, GO:0060071, GO:0000165). The dotted line denotes −log10(0.05).Plot showing the −log10(FDR) for the enrichment of a variety of gene ontology terms (Dataset EV2) in groups of 500 genes, defined by sliding a window over genes ranked based on their reactivation kinetics, as in Fig 3A (top, weak post‐mitotic reactivation; bottom, strong post‐mitotic reactivation). The ontology terms plotted are those enriched in the four groups of genes defined in Fig 3D. Note that all categories of terms show increased enrichment for gene groups displaying strong reactivation dynamics after mitosis. Illustrative categories are coloured: Gene/Protein Expression in blue (GO:0006397, GO:0000398, GO:0000377, GO:0010467, GO:0042254, GO:0006412, among others), the G1/S transition and replication in magenta (GO:0000082, GO:0006261, GO:0036388, GO:0006270, among others) and the Pluripotency Network in green as defined in WikiPathways (PluriNetWork WP1763). The dotted line denotes −log10(0.05).

### Proximal CTCF binding correlates with the kinetics of post‐mitotic gene transcription

We next aimed at exploring whether gene reactivation after mitosis was correlated with the binding of specific TFs, which are the main drivers of ES cell self‐renewal and pluripotency. To do this, we selected four groups of genes reaching or surpassing the levels detected in asynchronous cells (as in Fig 3B, right panel) at 40 (*n* = 3,188 genes), 50 (*n* = 3,362), 60 (*n* = 647) or 90 (*n* = 762) minutes post‐mitosis, a fifth group (labelled late in Fig 4A and B; *n* = 1,121) that never reached the levels detected in asynchronous cells and a sixth group showing low levels in asynchronous cells but a marked increase after mitosis (labelled G1_high in Fig 4A and B; *n* = 831). 

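Genes were grouped by the first time point at which their mean TPM was at least the asynchronous mean. The t40 group held 3191 genes (32.2% of 9911), of which 300 were at that level by 20 min and 1212 first at 30 min. The t50 group held 3362 genes, t60 647 and t90 762. The late group of 1121 genes held 88 that first reached the asynchronous level at 120 min and 1033 that did not reach it. G1_high, the genes lower in asynchronous than in mitotic cells, held 828. Among all genes, 3 were listed at 0 TPM in both asynchronous and mitotic cells, and the rule for ties counts them in t40. The sizes of t50 and t60 depend on the single library at 50 min. With that time point left out, t60 held 3766 genes. Without replicates 1 and 2 in turn, t60 held 353 and 1171 genes and t90 1359 and 416. Leaving out replicate 3 also removes the 50 min library, and t60 then held 3285 and t90 500 genes. The sizes also depend on the scaling. With libraries divided by their scaling factor t60 held 103 genes. With the same total in each library t40 held 1809 genes, t50 365, t60 352, t90 412, late 2524 and G1_high 4449. With fold changes taken within each replicate, t40 held 3516 genes, t50 2443, t60 1323, t90 614, late 1210 and G1_high 805. Of the genes in each group, 3076 of t40, 2313 of t50, 590 of t60, 522 of t90, 1064 of late and 801 of G1_high were then in the group of the same name. The median fold change from mitosis at 60 min was 2.23 in t40, 1.81 in t50, 1.52 in t60, 1.26 in t90 and 1.07 in late.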

Next, we computed the percentage of genes of each group bound by pluripotency TFs – Nanog, Oct4, Sox2 and Esrrb (Festuccia *et al*, 2019; Heurtier *et al*, 2019) – or by the architectural TF CTCF (Merkenschlager & Nora, 2016; Owens *et al*, 2019) within a 25 kb region centred on the transcription start site. Strikingly, only CTCF clearly showed increased binding near genes reactivating fast (Fig 4C; other genomic sizes than 25 kb gave similar results, Appendix Fig S4A). Since CTCF has been shown to display robust mitotic binding at a large subset of its interphase targets in ES cells (Owens *et al*, 2019), we further distinguished between genes associated with CTCF during mitosis or only during interphase (bookmarked and lost, respectively, in Fig 4D). We found a higher enrichment of bookmarked compared with lost sites for both the most rapidly reactivated (t40) and the G1_high groups. Moreover, when we counted the number of distinct TF binding sites within 25 kb centred on each promoter (Fig 4E), we found a similar distribution among reactivation groups for all TFs except for CTCF. An increased proportion of genes in the fast‐reactivating groups (t40, t50 and G1_high groups) associated with three or more binding sites, an effect that is attributable specifically to bookmarked, and not lost, CTCF sites (Fig 4E). Finally, we computed the distribution of CTCF binding levels in interphase and mitosis in proximity of each group of genes (Fig 4F) and observed that fast reactivating groups (t40 and G1_high) are partially depleted of regions showing low levels of CTCF binding. Regions characterised by high binding levels in mitosis are instead enriched near these genes. Taken together, these correlative analyses point to CTCF as a regulator of the reactivation dynamics after mitosis. Notably, the potential effects of CTCF binding are particularly prominent for G1_high genes, indicating a specific function after mitosis for this TF, which can be uncoupled from its activity during interphase.

**Figure 4:**
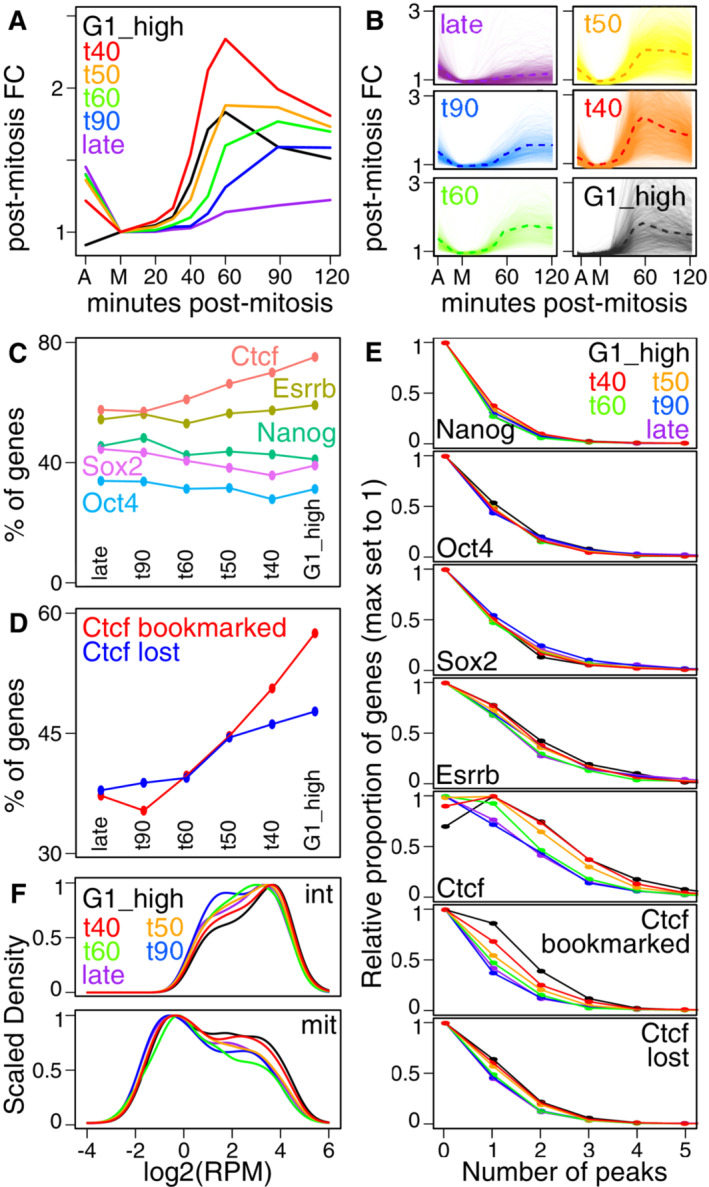
CTCF binding in interphase and mitosis correlates with fast post‐mitotic gene reactivation Average post‐mitotic fold change of gene groups identified by the time at which the levels detected in asynchronous cells are reached or surpassed, as shown in Fig 3B (G1_high: 831 genes with low detected levels in asynchronous cells; t40: 3,188 reaching or surpassing asynchronous levels by 40 min post‐mitosis; same for t50–t90: 3,362, 647, 762; late: genes reaching asynchronous levels after 120 min (88) or never within the analysed post‐mitotic timepoints (1,033).Individual gene traces (light lines; smoothed with a loess regression) corresponding to each category presented in (A), and respective averages (dashed lines).Percentage of genes presenting at least 1 TF binding site as detected by ChIP‐seq within 25 kb centred on the TSS, calculated for each gene category shown in (A).Similar analysis to (C) but computing the percentage of genes with mitotically bookmarked and lost CTCF binding sites. Genes were counted as bookmarked or lost when at least one or no CTCF binding site was detected in interphase and mitosis, respectively.The relative proportion of genes for each reactivation category shown in (A) as a function of the number of binding sites (*X*‐axis) for the indicated TFs. Binding sites overlapping a 25 kb region centred on the TSS were considered. All distributions are scaled to the maximal proportion, observed for zero sites for all TFs, except for CTCF, for which it was at one site for rapidly reactivating gene groups.Distribution of CTCF binding levels in interphase (top) and in mitosis (bottom) for each gene group shown in (A). For each gene, all the binding sites overlapping a 25 kb region centred on the TSS were considered. Binding levels (*X*‐axis) are expressed as reads per million (RPM).

### Robust post‐mitotic transcriptional reactivation in the absence of CTCF

To test the role of CTCF in post‐mitotic gene reactivation, we took advantage of CTCF‐AID ES cells (Nora *et al*, 2017), which enable fast (~2 h) and acute degradation of CTCF upon auxin (IAA) treatment (Owens *et al*, 2019). After verifying that ES cells synchronised in mitosis with the double inhibition protocol mantain robust mitotic CTCF binding at the regions previously identified (Owens *et al*, 2019; Appendix Fig S4B), we applied it to CTCF‐AID ES cells, which were either treated or not with IAA during the last 2 h of nocodazole treatment to deplete CTCF. Subsequently, mitotic CTCF‐AID cells were shaked‐off and re‐seeded in nocodazole‐free medium −/+ IAA such that they completed mitosis and re‐entered interphase with or without CTCF (Fig 5A and Appendix Fig S4C). 

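In CTCF-AID cells, a mouse ES cell line derived from E14Tg2a, an auxin-inducible degron is fused to CTCF, and the auxin IAA, at 0.5 mM, triggers degradation of the protein. Cells were synchronised with RO-3306 and nocodazole as above. IAA was present during the last 2 h of nocodazole and after release, and for 4 h in asynchronous cells. Pre-mRNA was measured in 36 libraries. Each of the −IAA and +IAA arms had 3 libraries of asynchronous cells, 3 of mitotic cells and 2 at each of 20, 40, 50, 60, 90 and 120 min after release. Values are TPM of the pre-mRNA isoform of 10237 genes, made by the authors as for CCNA-GFP cells. The listed TPM of a library summed to 20361–28455 in asynchronous cells (median 23185), 18606–23302 in mitotic cells (median 20943) and 38416–39173 at 60 min (median 38795) without IAA. With IAA the sums were 21393–27153 (median 23499), 17777–22522 (median 21146) and 37872–38314 (median 38093). Over all 36 libraries they ran from 17702 to 43370.2 (median 28196), and the number of reads is unknown. Each library again lies on a step, with a factor of 1.84–2.80. +IAA was compared with −IAA at each stage by limma on log2(TPM + 1) in a fit over the 36 libraries with 1 term for each stage and arm, with no replicate block. Genes with an adjusted p under 0.1 over the 10237 genes and an absolute log2 fold change above 0.2 were called, which are the paper's thresholds. The paper's own test, DESeq2 on rounded RSEM counts, needs counts and was not used. In simulated data with the same libraries, 92.5–94% of 200 genes changed by 1 on the log2 scale were called at 20 min, 60 min or in asynchronous cells, but 2 of 200 genes changed by 0.3 at 20 min. Ctcf, on chromosome 8 of GRCm38 from 105636568 to 105682922, was at 7.26 ± 1.64 TPM without and 8.73 ± 1.89 TPM with IAA in asynchronous cells, and at 6.22 ± 0.524 and 6.57 ± 0.558 TPM in mitotic cells (SD, n = 3 each). IAA acts on the protein, so its loss cannot be read from these values.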

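The change from mitosis of each of the 10237 genes was compared between the arms across genes, with the mitotic library of the same replicate and arm as reference. Between −IAA and +IAA libraries of different replicates, which share no library, Spearman's rho was on average 0.904 at 40 min, 0.937 at 50 min, 0.883 at 60 min, 0.837 at 90 min, 0.768 at 120 min and 0.670 in asynchronous cells. Between replicates of one arm it was 0.906, 0.946, 0.888, 0.864, 0.779 and 0.706 at the same stages. At 20 min rho was 0.288 between the arms and 0.208 within an arm. Genes are not independent replicates, so no p-value is given for these correlations.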

Despite the global association of gene reactivation with CTCF binding (Fig 4), very similar profiles were observed in the presence (−IAA) or absence (+IAA) of CTCF (Fig 5B and Dataset EV3). Principal Component Analysis (PCA) revealed similar trajectories of the +/−IAA transcriptomes (Fig 5C), leading to nearly identical median gene reactivation dynamics (Fig 5D). These results indicate that the post‐mitotic burst in ES cells is robust and largely insensitive to CTCF depletion, as recently shown in other biological contexts (Thiecke *et al*, 2020; Zhang *et al*, 2021a). Nevertheless, careful examination of the PCA (Fig 5C) suggests that small differences exist along PC1 between + and −IAA treatments, 20 and 40 min after mitosis. 

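Without IAA, the median fold change from mitosis was 1.03 ± 0.0582 at 20 min, 1.25 ± 0.0583 at 40 min, 1.52 ± 0.00599 at 50 min, 1.55 ± 0.0400 at 60 min, 1.32 ± 0.116 at 90 min and 1.26 ± 0.0650 at 120 min (SD, n = 2 each). With IAA it was 0.991 ± 0.00717, 1.21 ± 0.0128, 1.54 ± 0.00514, 1.53 ± 0.0794, 1.33 ± 0.124 and 1.27 ± 0.168 at the same time points (SD, n = 2 each). In asynchronous cells the medians were 1.09 ± 0.0305 and 1.11 ± 0.0195 (SD, n = 3 each). A two-sided exact permutation test of the libraries' medians gave p = 0.333 at 50 min, p = 0.667 at 40 min, p = 1 at the other post-mitotic time points and p = 0.3 in asynchronous cells, where the smallest p possible is 0.333 for 2 libraries against 2 and 0.1 for 3 against 3. At 50 min both +IAA libraries were above both −IAA libraries, which is the smallest p of that design. At 60 min the medians were 2.02 in both arms with a pseudocount of 0.1, and 1.04 without and 1.05 with IAA with the same total in each library. In the decomposition of the centred log2(TPM + 1) of the mean of each stage and arm, PC1 held 74.2% and PC2 13.4% of the variance. From the trajectories and medians the paper concludes that the burst after mitosis is robust and largely insensitive to the depletion of CTCF.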

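On PC1 the score of the +IAA mean minus that of the −IAA mean was −7.14 at 20 min and −4.99 at 40 min. With single libraries projected on the component, it was −12.3 in the pair of replicate 1 and −0.985 in that of replicate 2 at 20 min, and −7.91 and −1.76 in the same pairs at 40 min. It was also negative in the 3 mitotic pairs, before release, at −3.66, −2.14 and −2.45. On the plane of both components, the arms were 7.20 apart at 20 min and 5.46 at 40 min. The replicates of one arm were further apart, at 23.0 without and 11.6 with IAA at 20 min and at 16.9 and 10.4 at 40 min.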

At later time‐points, small differences appear instead in PC2. In contrast, both +/−IAA datasets in asynchronous and 2 h post‐mitosis showed identical PC1 and PC2 scores, providing an internal control to the small but measurable effects mediated by CTCF. Hence, while the global effect of CTCF following mitosis is undeniably small, these observations prompted us to identify gene‐specific responses that could be more directly associated with CTCF binding, especially in mitotic cells.

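On PC2 the +IAA libraries scored lower than the −IAA library of the same replicate in both pairs at each time point from 20 to 90 min. The difference between the means was −3.76 at 50 min (pairs −4.40 and −3.21), −3.51 at 60 min (−5.37 and −1.54) and −1.99 at 90 min (−1.01 and −2.65). The distance between replicates of one arm was 8.81 without and 2.34 with IAA at 50 min, and 9.28 and 5.51 at 60 min. On PC1 the difference was 1.48 at 50 min and −0.456 at 60 min.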

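In asynchronous cells the score of the +IAA mean minus that of the −IAA mean was 1.17 on PC1 and 0.257 on PC2, and at 120 min it was 0.531 and −0.224. At 120 min the pairs went opposite ways, −3.99 and 4.68 on PC1 and −2.09 and 1.40 on PC2. The arms were 1.20 apart in asynchronous cells, 2.82 in mitotic cells, 0.576 at 120 min, 2.02 at 90 min, 3.54 at 60 min and 4.04 at 50 min. Replicates of one arm were 14.8 (−IAA) and 10.5 (+IAA) apart in asynchronous cells and 4.07 and 13.2 at 120 min, so that at both stages the spread between replicates exceeded the difference between the arms.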

**Figure 5:**
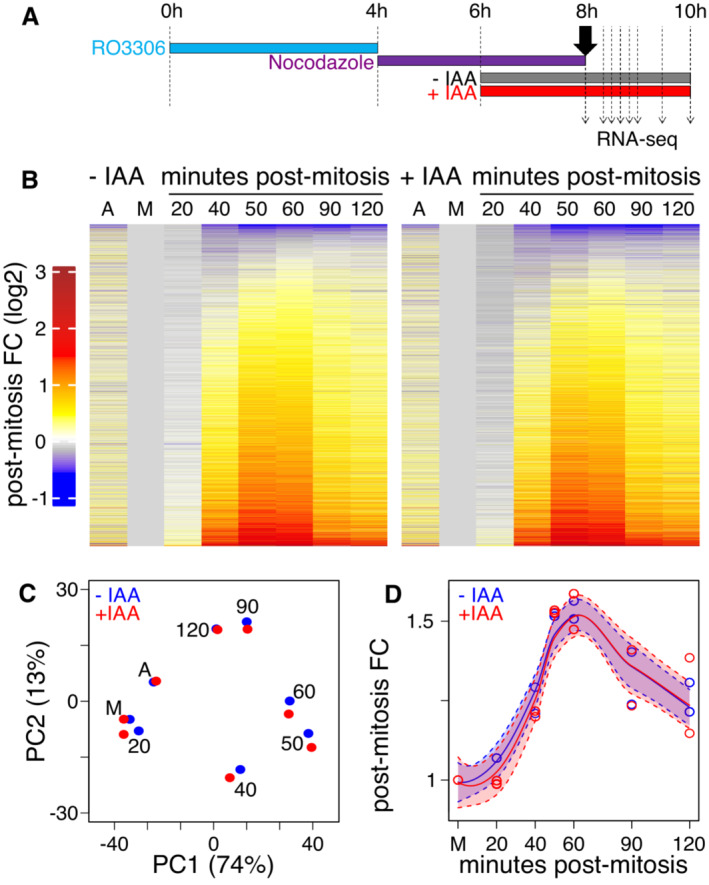
CTCF does not influence global post‐mitotic gene reactivation Schematic describing the experimental layout for IAA‐induced depletion of CTCF at the M/G1 transition.Heatmaps presented like in Fig 3A for untreated (−IAA; left) or CTCF‐depleted (+IAA; right) CTCF‐AID cells.PCA of post‐mitotic gene reactivation in the presence (−IAA; blue) or absence of CTCF (+IAA; red).Smoothed (loess) median reactivation kinetics in the presence (−IAA; blue) or absence of CTCF (+IAA; red). The shadow areas represent 95% confidence intervals of the regression.

### Mitotic bookmarking of CTCF is required for proper reactivation of selected promoter‐proximal target genes

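In the limma fit of the CTCF-AID libraries 113 of the 10237 genes were called in asynchronous cells or in at least 2 post-mitotic time points, 35 of them higher and 78 lower with IAA. Of the 113 genes, 53 passed in asynchronous cells but not in 2 post-mitotic time points, and 60 passed in at least 2 post-mitotic time points. Asynchronous cells gave 32 genes higher and 71 lower, which came to 0 genes without replicate 1 (178 at an unadjusted p under 0.05) and 49 without replicate 3. Without replicate 1 the post-mitotic groups keep a single library each, so few libraries are left for the variance. The loss of calls there thus does not show that the response rests on replicate 1. Mitotic cells gave 0 genes (23 at an unadjusted p under 0.05), 20 min 0 genes (31) and 40 min 0 genes (85). At 50 min 9 genes were higher and 20 lower, at 60 min 6 and 17, at 90 min 18 and 57, and at 120 min 13 and 47. The total of 113 became 80 without replicate 2 and 55 without replicate 3. A separate fit for each stage gave 13 genes, 3 higher and 10 lower. With the replicate number as a block in the fit, 269 genes were called, 96 higher and 173 lower. With a block for each replicate within each stage, a choice made after the data had been seen, 470 genes were called, and these include all 113. The 0 genes at 40 min depend on the fit. The replicate block called 2 genes there, and the block within each stage 89, 13 higher and 76 lower. The same total in each library gave 8 genes at 40 min, and libraries centred on their median 11. Mitotic cells and 20 min stayed at 0 genes with either block.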

Using standard RNA‐seq differential expression analysis, we identified 611 genes displaying differential pre‐mRNA expression in +/−IAA in either asynchronous or in at least two post‐mitosis samples (Fig 6A and Dataset EV3). These 611 genes were further divided into genes being up‐ or downregulated upon the loss of CTCF and by their temporal response: exclusively in asynchronous cells, or also at either late or early time‐points post‐mitosis (asy, late and early in Fig 6A, with examples in Appendix Fig S5A). 

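Saal1, the example of Appendix Fig S5A with the largest difference in asynchronous cells, lies on chromosome 7 of GRCm38 from 46686108 to 46710680. It was at 0.789 ± 0.134 TPM without and 0.305 ± 0.0412 TPM with IAA in asynchronous cells (SD, n = 3 each), a log2 difference of −0.45 (standard error 0.07, limma adjusted p = 0.000987, lower in 3 of 3 pairs). Its log2 difference was −0.10 at 20 min, −0.25 at 40 min, −0.43 at 50 min (limma adjusted p = 0.0411), −0.48 at 60 min (limma adjusted p = 0.0145) and −0.58 at 90 min (limma adjusted p = 0.000862). Without replicate 1 the log2 difference of Saal1 in asynchronous cells was −0.48. Saal1 was not called in that fit, which has few libraries for the variance. The other examples were not called at any stage in this fit, which has no replicate block. Ncoa1, on chromosome 12 from 4247362 to 4477182, had a log2 difference of 0.27 in asynchronous cells (standard error 0.13, limma adjusted p = 1, higher in 3 of 3 pairs). With the same total in each library Ncoa1 was called in asynchronous cells, with 0.29, and at 60 min its difference of −0.00 turned to 0.01. Rpia, on chromosome 6 from 70765720 to 70792232, had a log2 difference of 0.33 at 90 min and 0.39 at 120 min (limma adjusted p = 0.35 and 0.126). Carm1, on chromosome 9 from 21546894 to 21592623, had one of 0.29 in asynchronous cells and 0.39 at 60 min (limma adjusted p = 1). Map4k5, on chromosome 12 from 69803750 to 69893200, had one of −0.30 at 90 min and −0.28 at 120 min (limma adjusted p = 1 for both). With the replicate number as a block in the fit, Rpia was called at 120 min, and with the same total at 90 and 120 min. With libraries centred on their median, Ncoa1 was called in asynchronous cells and Rpia at 120 min. With a block for each replicate within each stage, chosen after the data had been seen, Ncoa1 was called in asynchronous cells, Rpia from 60 to 120 min, Carm1 in asynchronous cells and from 50 to 120 min, and Map4k5 at 90 and 120 min. Gtf1 is not listed under this symbol.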

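The copy of Dataset EV3 read here is incomplete. It holds 795 rows, and of the paper's 611 genes it gives 351, namely 260 early_down, 66 late_down and 25 asy_down, with no gene of the up groups. For each listed group, the median over its genes of the log2 difference between +IAA and −IAA was computed from the CTCF-AID libraries. The paper chose these genes on the same libraries, so the values describe the groups and do not test them. For the early_down genes the median was −0.06 in mitotic cells, −0.11 at 20 min, −0.14 at 40 min, −0.22 at 50 min, −0.25 at 60 min, −0.33 at 90 min and −0.28 at 120 min. It was −0.29 ± 0.07 in asynchronous cells (SD between 3 pairs). Over all 10237 genes it was −0.06 at 20 min, −0.05 at 40 min, −0.02 at 60 min and 0.01 in asynchronous cells. At 60 min 92.7% of the early_down genes were lower with IAA in both pairs. For late_down the median was −0.17 in asynchronous cells, −0.06 at 20 min, −0.08 at 60 min, −0.18 at 90 min and −0.17 at 120 min. For asy_down it was −0.18 in asynchronous cells and between −0.01 and −0.07 at the other stages.

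**Figure D2:**
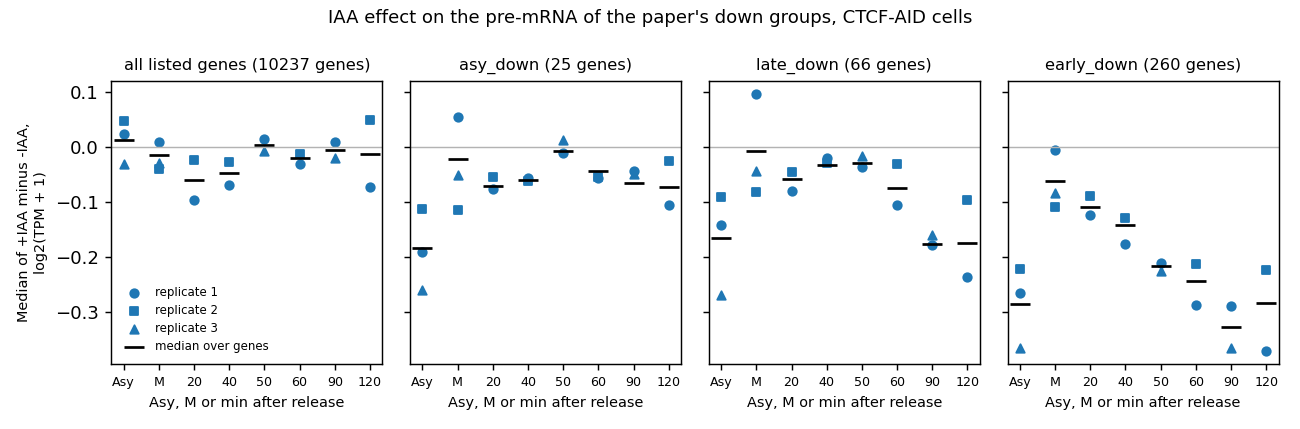
Median over genes of the difference in log2(TPM + 1) between +IAA and −IAA libraries of the same replicate (vertical axis) in asynchronous (Asy) and mitotic (M) cells and at each time after release in min (horizontal axis), for all 10237 genes and the 3 down groups of the paper. Markers are replicate pairs and bars the median over genes of the mean over pairs; early_down goes from −0.11 at 20 min to −0.33 at 90 min.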

Among all six categories, genes activated by CTCF from early post‐mitotic time‐points (early_down) were prominent (260 genes). Gene ontology analyses, however, did not identify any relevant term being enriched for any of the identified groups (Appendix Fig S5B). We conclude, therefore, that while at a global scale, the loss of CTCF in mitosis and early interphase is largely inconsequential, a sizeable fraction of genes clearly depends on CTCF to be efficiently reactivated. 

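Among the genes called in at least 2 post-mitotic time points and changed the same way in every pair after mitosis, 12 were higher and 39 lower with IAA. The largest mean differences were those of Lsm11, Vps37d and Gys1 among the higher genes and of Nle1, Tex261 and Mrps2 among the lower ones. Nle1, on chromosome 11 of GRCm38 from 82900768 to 82908411, was at 7.31 ± 1.01 TPM without and 2.72 ± 0.228 TPM with IAA at 60 min (SD, n = 2 each), a log2 difference of −1.16 (standard error 0.17, limma adjusted p = 0.00119). In asynchronous cells its log2 difference was −1.45 (limma adjusted p = 5.1e-07), and in mitotic cells and at 20 min it was −0.16 and −0.08. Tex261, on chromosome 6 from 83768885 to 83775813, had a log2 difference of −1.19 at 60 min (standard error 0.21, limma adjusted p = 0.00668) and −0.88 in asynchronous cells (limma adjusted p = 0.00467). Mrps2, on chromosome 2 from 28468066 to 28471178, was at 2.91 ± 0.196 TPM without and 0.873 ± 0.0501 TPM with IAA at 60 min (SD, n = 2 each). Its log2 difference of −1.06 was called there (limma adjusted p = 0.00617), and its −0.48 in asynchronous cells was not (limma adjusted p = 0.303). Lsm11, on chromosome 11 from 45928269 to 45944935, was at 2.65 ± 0.265 TPM without and 5.64 ± 0.595 TPM with IAA at 60 min (SD, n = 2 each), a log2 difference of 0.86 (standard error 0.14, limma adjusted p = 0.00277). Vps37d, on chromosome 5 from 135072900 to 135078266, had one of 0.95 at 60 min (standard error 0.16, limma adjusted p = 0.0036) and 0.07 in asynchronous cells. Gys1, on chromosome 7 from 45434844 to 45456619, had one of 0.93 at 90 min (limma adjusted p = 0.0123) and 1.098 in asynchronous cells (limma adjusted p = 0.000119). All 6 genes changed the same way in both pairs of each post-mitotic time point. Without replicate 1, Nle1, Tex261, Lsm11 and Gys1 were not called in asynchronous cells, in a fit with few libraries for the variance. With all replicates, each of these genes changed the same way there in all 3 pairs. With a pseudocount of 0.1, Vps37d and Mrps2 were not called at 60 min. From the genes that respond to IAA beside the unchanged medians, the paper concludes that the loss of CTCF matters little globally while a sizeable fraction of genes depends on CTCF to be reactivated efficiently.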

Next, we explored whether the different speeds of response to CTCF after mitosis were associated to CTCF binding. For this, we calculated the percentage of genes bound by CTCF and found that around 50% of early responders were associated with promoter‐proximal binding in mitosis (Appendix Fig S6A). To further expand this analysis, we computed Fisher exact tests for the enrichment of each group of differentially expressed genes at increasing distances to the nearest bookmarked or mitotically lost CTCF peak (Fig 6B). While asy genes were not enriched, suggestive of indirect effects, we observed that genes activated by CTCF late after mitosis (late‐down) displayed low enrichment levels, including near Lost CTCF binding sites. Hence, at these genes, the reacquisition of CTCF binding after mitosis is accompanied by their sustained activation, indicating that even in the absence of mitotic binding, CTCF may contribute to gene activity before the onset of replication. This interpretation is supported by the fast rebinding of CTCF to DNA following mitosis (Zhang *et al*, 2019, 2021a). Strikingly, genes responding rapidly after mitosis to the loss of CTCF displayed a strong statistical association to CTCF binding sites, with a very prominent enrichment of genes activated by CTCF (early‐down) in the vicinity of Book sites (Fig 6B). This indicates that promoter‐proximal bookmarked CTCF sites lead to CTCF‐dependent transcription inmediately after division for this subset of responsive genes. Thus, mitotic bookmarking confers almost immediate post‐mitotic responsiveness to CTCF compared with other non‐bookmarked but CTCF‐dependent genes. To further confirm these statistical correlations, we directly assessed CTCF binding in interphase and in mitosis at asy‐only, late and fast responders, using available ChIP‐seq data (Owens *et al*, 2019). Robust binding at the TSS in both interphase and mitosis was observed at early‐responders exclusively, whereas Cohesin (Smc1; Merkenschlager & Nora, 2016) was similarly associated with the three groups (Fig 6C). These data strongly suggest that promoter‐proximal CTCF binding in mitosis is associated with early activatory function, demonstrating the mitotic bookmarking role of CTCF in mouse ES cells. Moreover, a lower but significant enrichment of CTCF Book sites was also observed for genes being rapidly repressed by CTCF (early‐up; Fig 6B) indicating that mitotic CTCF binding may also be used as a mean for bookmarking for repression.

**Figure 6:**
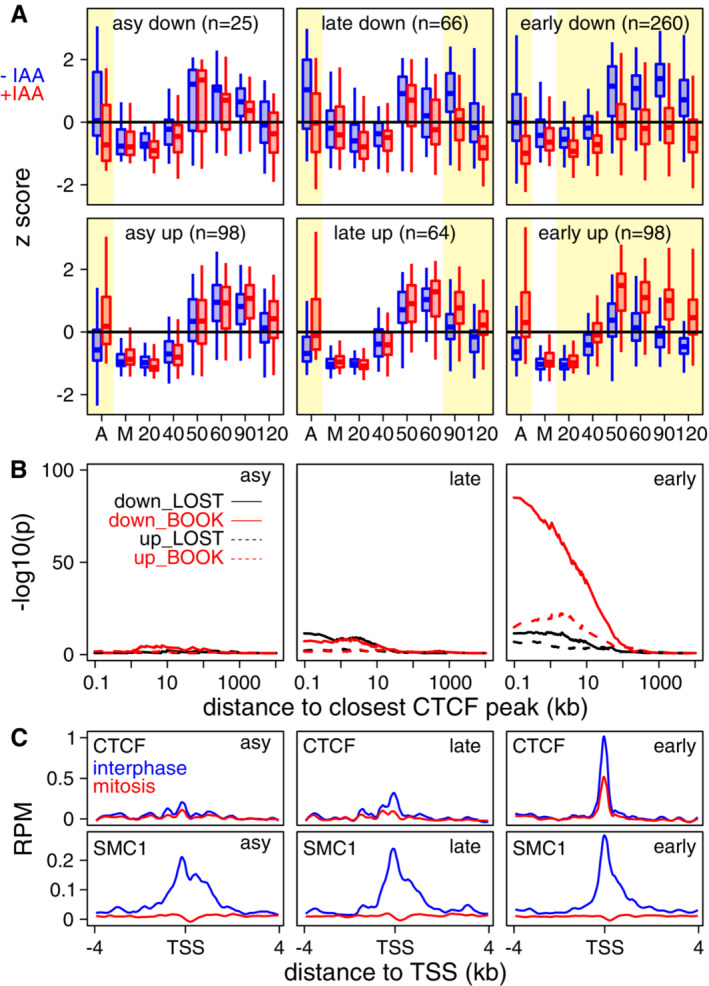
Mitotic bookmarking effects mediated by CTCF Gene expression changes (*z*‐score) in asynchronous cells and during post‐mitotic release of CTCF‐AID cells treated or not with IAA to deplete CTCF (blue, presence of CTCF; red, absence). Samples are indicated on the *X*‐axis (A: asynchronous cells; M: mitotic cells; numbers: minutes since release from mitotic block). Six gene groups are shown, based on the time of their response to CTCF depletion (asy, late, early) and the direction of the transcriptional change (up, down). The number of genes of each group is indicated. The yellow shadow areas indicate times showing expression changes. The boxplots show the median (bar), 25–75% percentiles (box) and 1.5‐fold inter‐quartile range (whiskers).Statistical enrichment (*Y*‐axis, −log10(Fisher *P*‐value)) of CTCF binding sites at increasing distances (log10(kb)) of the TSS of genes responding to CTCF depletion exclusively in asynchronous cells (asy; left) or either late (middle) or early (right) after mitotic release. Two categories of CTCF sites are separately analysed: those that are present in interphase and mitosis (Book, in red) and those that are exclusive of interphase (Lost, in black). The direction of gene responses is also considered (down and up, see (A), as solid and dashed lines respectively).Average binding profile (*X*‐axis, reads per million) of CTCF (top) and the Cohesin subunit SMC1 (bottom), across 8 kb centred on the TSS of genes responding to CTCF depletion exclusively in asynchronous cells (left) or either late or early upon mitotic release (middle and right, respectively). Interphase is shown in blue and mitosis in red.

## Discussion

Here, we aimed at characterising how ES cells reactivate their genome after mitosis. While several studies have already addressed this question (Festuccia *et al*, 2016, 2019; Teves *et al*, 2018; Pelham‐Webb *et al*, 2021), none had the temporal resolution we achieved. We observe that the vast majority of active genes undergoes a prominent transcriptional burst largelly surpassing the levels detected in asynchronous cells. A post‐mitotic hyper‐active state has now been observed in different cell types (Hsiung *et al*, 2016; Palozola *et al*, 2017; Kang *et al*, 2020), suggesting that it may represent a general feature. The drivers of this phenomenon remain to be directly identified. Two scenarios can be envisioned. First, the burst observed in G1 could depend on specific and direct mechanisms, such as the behaviour of general and/or ubiquitous TFs executing such function. For instance, the sudden relief of inhibitory phosphorylations on many components of the basal transcriptional machinery might contribute to a synchronous activation of transcription (Segil *et al*, 1996; Akoulitchev & Reinberg, 1998). Moreover, sequence‐specific TFs involved in hyper‐transcription in ES cells, but possibly also in other cell types, such as *c‐Myc* (Efroni *et al*, 2008; Percharde *et al*, 2017), could also represent important candidates (Appendix Fig S7). Second, the post‐mitotic hyper‐active transcriptional state could be the indirect consequence of other properties of post‐mitotic cells. For instance, the re‐folding of the genome into topologically associating domains (TADs), which largely confine enhancer function, has been shown to occurr, in average, after gene reactivation (Zhang *et al*, 2019, 2021a, 2021b). Importantly, before TADs are re‐established, intra and inter‐TAD enhancer‐promoter contacts drive inappropriate gene activation (Zhang *et al*, 2019). Hence, generally increased enhancer‐promoter interactions, perhaps transiently and randomly established during the transition from a Condensin‐mediated mode of 3D organisation in metaphase, to one driven by Cohesin in telophase (Abramo *et al*, 2019), could fuel the burst of transcription observed in G1. However, we show that a main driver of TADs formation, CTCF, does not influence the global dynamics of reactivation, neither in ES cells nor in somatic cells. Additional properties, such as a sudden decondensation of the chromatin, should be envisioned as potential drivers. Understanding whether post‐mitotic transcriptional hyper‐activity is the primary result of specific regulations and/or a secondary effect of other cellular changes will require additional studies.

Compared with published studies performed in other cell types (Hsiung *et al*, 2016; Palozola *et al*, 2017; Kang *et al*, 2020), ES cells appear to reactivate their genome faster as they exit from mitosis. CTCF fulfils key characteristics as a suitable candidate to explain this particularly expedite reactivation: it displays extensive mitotic binding specifically in ES cells (Owens *et al*, 2019) and is frequently bound in the vicinity of rapidly reactivated genes. Despite these correlations, our data show that the post‐mitotic burst of transcription occurs in ES cells with overall similar dynamics in the presence or absence of this factor. Therefore, other mechanisms of post‐mitotic acceleration should be investigated. Moreover, our analyses have also shown that the most strongly induced genes after mitosis correspond to genes associated with the G1/S transition and DNA replication, an observation that is in line with the lack of a G1/S checkpoint in ES cells. Indeed, establishing a functional replication machinery rapidly after mitosis seems a major requirement to efficiently and productively enter into the S phase. Despite this, the temporal differences with other functional categories are minor, below 20 min. Therefore, ES cells seem to simultaneously reactivate cell identity and ubiquitous genes, in contrast with other cell types (Hsiung *et al*, 2016; Palozola *et al*, 2017; Kang *et al*, 2020). This faster and indistinctly global reactivation in post‐mitotic ES cells may have evolved as a response to two requirements: one, undergo fast proliferation, achieved by the lack of a G1/S checkpoint; two, preserve a continuosly active regulatory network – even subtle changes in TF dosage have been shown to induce the loss of self‐renewal and to promote differentiation. Hence, it seems reasonable to think that to execute multiple tasks efficiently before entering replication, ES cells may accelerate the global rate of gene reactivation compared to somatic cells that can rely on decision‐making mechanisms to transit to the S phase. Nevertheless, caution must be taken as differences between the methods used to synchronise cells or to measure transcriptional outputs may bias, at least partially, the conclusion drawn by direct comparison between studies. However, the fact that ES cells reactivate faster than other cell types is in line with their general hyper‐transcription (Efroni *et al*, 2008) and permissive chromatin state (Meshorer *et al*, 2006). Whether these properties are alone sufficient to accelerate post‐mitotic gene transcription requires further investigation.

Despite not having global effects, CTCF exerts, however, a clear influence on around 350 genes where it binds at or nearby the promoter, both in interphase and in mitosis. For more than 250 of these genes, mitotic bookmarking by CTCF is required for proper reactivation as soon as 20 min post‐release; for around 100, it is conversely required to attenuate transcription early in G1. 

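At 20 min after release the early_down genes of the CTCF-AID experiment were lower with IAA by a median log2 difference of −0.12 in the pair of replicate 1 and −0.09 in that of replicate 2. All listed genes were also lower at 20 min, by −0.10 and −0.02 in the same pairs. Relative to all genes, the early_down genes were at −0.03 and −0.07. In mitotic cells, relative to all genes, they were at −0.01, −0.07 and −0.06 in the 3 pairs. At 20 min 82.3% of the early_down genes and 57.6% of all genes were lower with IAA in both pairs. No single gene was called at 20 min (31 at an unadjusted p under 0.05), including with a block for each replicate within each stage (1116 at an unadjusted p under 0.05). A call needs an absolute log2 fold change above 0.2. In simulated data without a block, 2 of 200 genes changed by 0.3 were called at 20 min. The absence of calls thus cannot exclude a small response at that time. The genes that CTCF attenuates, in the paper's up groups, were not analysed here.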

While it remains unclear how mitotic CTCF binding conveys either activatory or repressive function, these observations experimentally establish that CTCF acts as a mitotic bookmarking factor, as previously suggested (Owens *et al*, 2019). Hence, while its main function is generally considered that of shaping the global architecture of the genome, this study underscores the function of CTCF as a gene‐specific regulator displaying a key role in the control of selected genes as cells exit mitosis. Whether other mitotic bookmarking factors perform similar functions remains to be directly assessed. Moreover, this study calls for reconsidering, at least partially, the role of mitotic bookmarking TFs, long considered a potential mechanism to accelerate gene reactivation after division. However, the fast and efficient reactivation of the whole transcriptome – particularly in ES cells but also in other cell types – raises the question of the real advantage conferred by this phenomenon. In other words, does anticipating the resumption of gene expression by few minutes, and for a relatively small subset of genes, play a determinant role in preserving cell function? Perhaps counterintuitively, our data argue against the simple idea of mitotic bookmarking as an accelerator of gene reactivation. Indeed, while rapidly reactivated genes are in average more frequently associated with mitotic CTCF binding, comparing the reactivation dynamics of genes bookmarked by CTCF to those bound by CTCF exclusively in interphase, we observe similar reactivation profiles (Appendix Fig S6B). We observe instead that bookmarked genes are responsive to CTCF early after mitosis, while non‐bookmarked genes are much less prone to CTCF‐dependent regulation, even if both sets respond to CTCF in asynchronous cells. Therefore, the main effect of mitotic bookmarking does not seem to be changing the timing but, rather, the amplitude of gene reactivation. Whether this is a specificity of CTCF or a general and unapreciated intrinsic feature of mitotic bookmarking by TFs will be an important question for future studies.

## Materials and Methods

### Cell culture and mitotic preparations

ES cells – CCNA‐GFP (Festuccia *et al*, 2016) and CTCF‐AID #EN52.9.1 (Nora *et al*, 2017), both derived from mouse E14Tg2a strain 129/Ola – were cultured on standard serum and LIF conditions as previously described (Owens *et al*, 2019), passaged 1:10 every 2–3 days and regularly tested mycoplasma‐free. To obtain mitotic ES cells (> 95% purity as assessed by DAPI staining and microscopy), we used a double synchronisation method. Briefly, cells were cultured for 4 h in the presence of 10 μM of the CDK1 inhibitor RO‐3306 (Sigma, SML0569), washed in PBS and incubated in medium supplemented with 50 ng/ml nocodazole (Sigma, M1404), for an additional 4 h. Cells were briefly washed in PBS, and a gentle shake‐off was then performed in 10 ml of PBS, monitoring the process under a microscope to avoid detaching clumps of cells in interphase. The cell suspension was filtered through a 10 μm filter (pluriSelect, 43‐50,010‐03) by gravity and cells spun down, resuspended in pre‐warmed medium and immediately transferred to the incubator in pre‐warmed 3 cm dishes, which were intentionally not coated with gelatine. For each timepoint/treatment, 1–2 × 10^6^ cells were seeded in separate dishes in a volume of 1 ml, so that upon collection only the cells to be harvested were taken out of the incubator. Cells were detached from the dish by pipetting, rapidly spun down at 4°C (1 min, 150 *g* in a benchtop centrifuge) and lysed in 500 μl of cold TRIzol (ThermoFisher, 15596026). The procedure was also monitored by FACS analysis of CCNA‐GFP, cultured in the presence of 20 μM Hoechst‐33342 for 20 min, trypsinised, filtered through a 40 μm cell strainer and kept on ice. Hoechst and GFP levels were analysed using a LSR Fortessa instrument (Becton–Dickinson) and the FlowJo software suite (Tree Star). The timing of initiation of DNA replication was determined in cells released from a double mitotic synchronisation into EdU‐containing medium (10 μM; ThermoFisher, A10044). EdU was revealed after formaldehyde fixation (4%), permeabilisation (PBS1× 0.1% Triton X‐100) and staining (30 min with 100 mM Tris, 2 mM CuSO_4_, 2.5 μM Alexa‐fluor 488 azide (ThermoFisher, A10266), 100 mM ascorbic acid). CTCF depletion in CTCF‐AID cells was achieved with 0.5 mM auxin (IAA Sigma, I5148) for 2 h, which we showed previously leads to an acute depletion (Owens *et al*, 2019), starting after 2 h of nocodazole treatment. IAA was maintained throughout the whole release procedure. Asynchronous cells were treated in parallel during 4 h. For each cell line and condition, we generated three independent replicates at the indicated times. All samples of one replicate were sequenced; for the other two, asynchronous and mitotic cells were sequenced together with alternating timepoints during the release (Datasets EV1 and EV3).

### RNA‐seq

RNA was extracted with 500 μl TRIzol (ThermoFisher, 15596026), according to the manufacturer's protocol, and treated with DNAse I (Qiagen) for 20 min at 37°C. Following phenol:chloroform purification, RNAs were resuspended in Ultrapure DNAse/RNase Free Distilled Water (Thermo, 10977035). Ribo‐depleted, stranded and paired‐end RNA‐seq libraries were prepared and sequenced by Novogene Co Ltd. Reads were aligned to the mm10 genome using STAR (Dobin *et al*, 2013), quantified by RSEM (Li & Dewey, 2011) and counts transformed into Transcripts per Million (TPM, Datasets EV1 and EV3). Gencode (vM12) gtf was used after adding a pre‐mRNA isoform for each annotated gene, spanning the longest isoform of all available mRNA isoforms.

### ChIP‐seq

CTCF ChIP‐seq was performed as previously described (Owens *et al*, 2019) but using chromatin prepared from cells arrested in mitosis using the double CDK1‐Nocodazole protocole described above. Briefly, formaldehyde cross‐linked chromatin (1%, 10 min) was sonicated with a Bioruptor Pico (Diagenode) and immunoprecipitated with anti‐CTCF antibodies (Active Motif 61311). Precipitated DNA was used for library prepartions (Festuccia *et al*, 2019) and sequenced in the Biomics facility of the Institut Pasteur.

### Bioinformatic analyses

Analyses were performed in R (version 3.6.3). We considered genes displaying at least a mean TPM > 0.5 in either asynchronous or in at least two samples post‐mitosis and present in the Refseq curated repository downloaded from the UCSC. Post‐mitotic fold‐changes were calculated per replicate and then averaged to generate gene expression plots and heatmaps using ComplexHeatmap package (Gu *et al*, 2016). Smoothed gene expression profiles, used for visualisation purposes only, were obtained with a loess regression. Principal component analysis was run with prcomp function with centred data corresponding to post‐mitotic log2(FC) for CCNA‐GFP and log2(TPM) for CTCF‐AID to capture direct differences between IAA treatments. Gene ontology and gene set enrichment analyses were performed using the enrichR package (Xie *et al*, 2021). To correlate genes and TF binding events and to compute CTCF and SMC1 binding profiles, we first selected a single TSS for each gene, which corresponded to the TSS displaying highest levels of RNAPII, H3K4me3 and DNaseI accessibility using available ES cell data from the Encode consortium. TF binding sites were all previously reported (Festuccia *et al*, 2019; Heurtier *et al*, 2019; Owens *et al*, 2019). Fisher‐exact tests to assess gene‐TF proximity enrichments were performed as previously described (Heurtier *et al*, 2019). ChIP‐seq enrichments were calculated using the bamsignals package. Differentially expressed genes were identified using rounded RSEM counts per sample and DESeq2 (Love *et al*, 2014). Pre‐mRNAs with FDR < 0.1 and absolute log2 Fold‐Change > 0.2 in either asynchronous cells or in at least two post‐mitotic samples were considered as differentially expressed.

## Author contributions

**Almira Chervova:** Data curation; formal analysis; investigation. **Nicola Festuccia:** Investigation; methodology; writing – review and editing. **Luis Altamirano‐Pacheco:** Data curation; formal analysis. **Agnès Dubois:** Resources. **Pablo Navarro:** Conceptualization; formal analysis; supervision; funding acquisition; visualization; writing – original draft; project administration.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

## Data Availability

The RNA‐seq dataset produced in this study is available in the following database:
RNA‐Seq data: Gene Expression Omnibus GSE196889 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196889).

# Supplementary material for: A gene subset requires CTCF bookmarking during the fast post‐mitotic reactivation of mouse ES cells
**Source:** EMBO Rep. 2022 Nov 4;24(1):e56075. doi: 10.15252/embr.202256075
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

Chervova A and Festuccia N et al.

Fast post-mitotic gene reactivation of ES cells  
and the role of the mitotic bookmarking factor CTCF

### **Table of Content:**

|                    |        |
|--------------------|--------|
| Appendix Figure S1 | Page 2 |
| Appendix Figure S2 | Page 3 |
| Appendix Figure S3 | Page 4 |
| Appendix Figure S4 | Page 5 |
| Appendix Figure S5 | Page 6 |
| Appendix Figure S6 | Page 7 |
| Appendix Figure S7 | Page 8 |

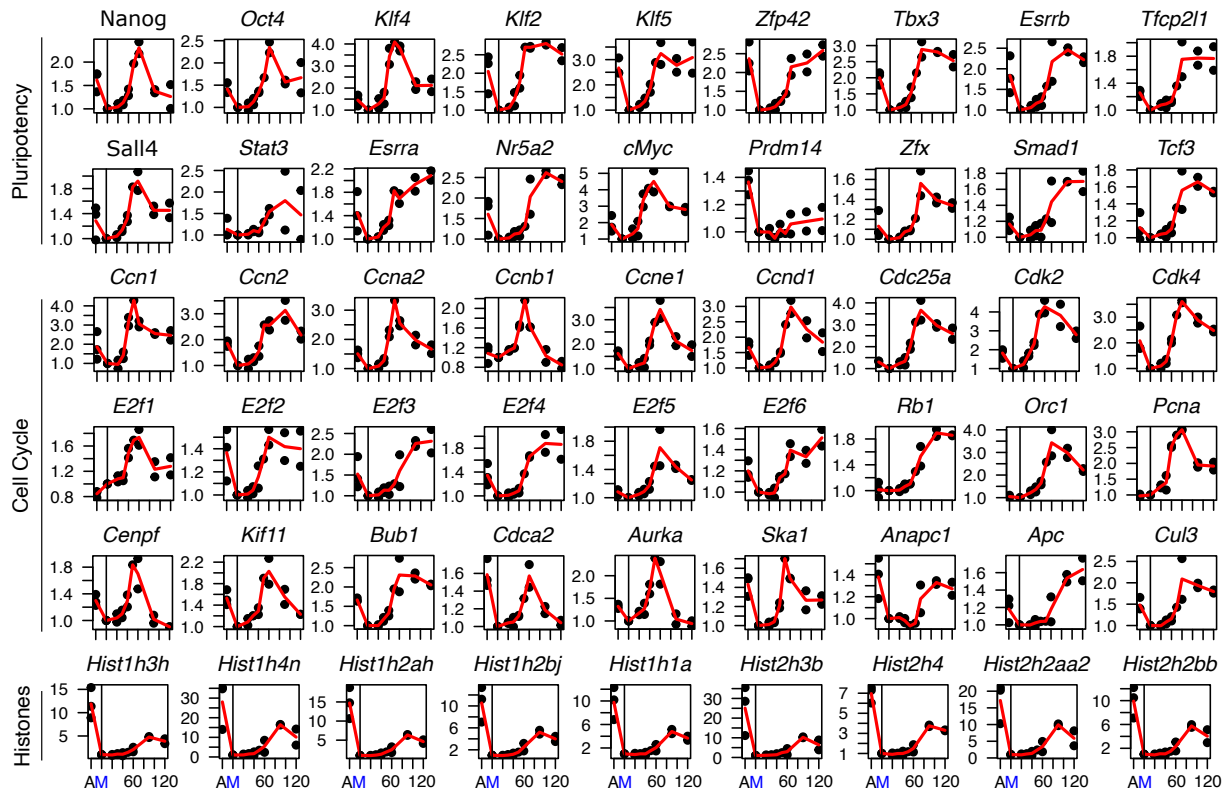

**Figure S1. Examples of transcriptional profiles for individual genes.** For each plot, each dot represents a replicate and the red line the corresponding average. Y-axis shows fold change to mitosis; X-axis the samples (A: asynchronous cells; M: mitotic cells; numbers: minutes after release). For all genes except for histones, pre-mRNA levels are shown.

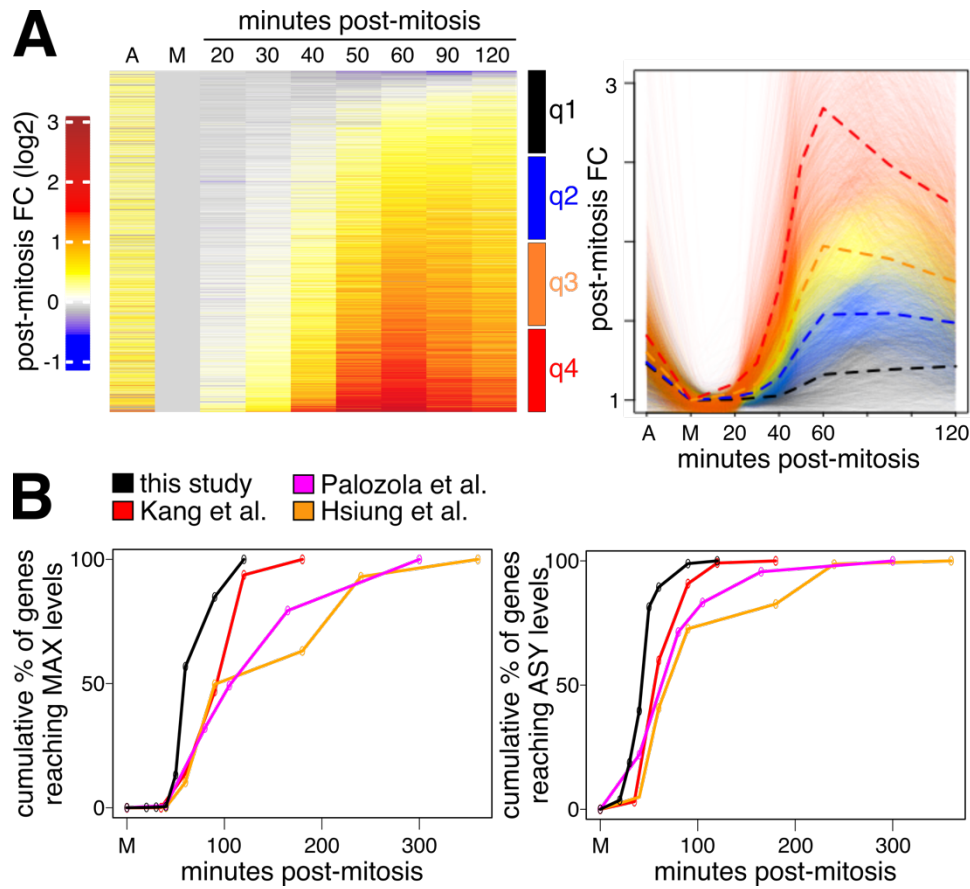

**Figure S2. Fast post-mitotic reactivation in ES cells. (A)** The heatmap on the left is identical to that described in Figure 3A, shown here to illustrate the quantiles (q1, black; q2, blue; q3, orange; q4, red) used on the right. The plot shows the individual traces and the mean of all genes belonging to q1, q2, q3 and q4, illustrating that the heatmap orders genes both by the timing and the amplitude of post-mitotic transcription. **(B)** Comparison of gene reactivation dynamics in ES cells (this study, black) with previous work (*Hsiung et al*, 2016; *Palozola et al*, 2017; *Kang et al*, 2020), presented as in Figure 3B.

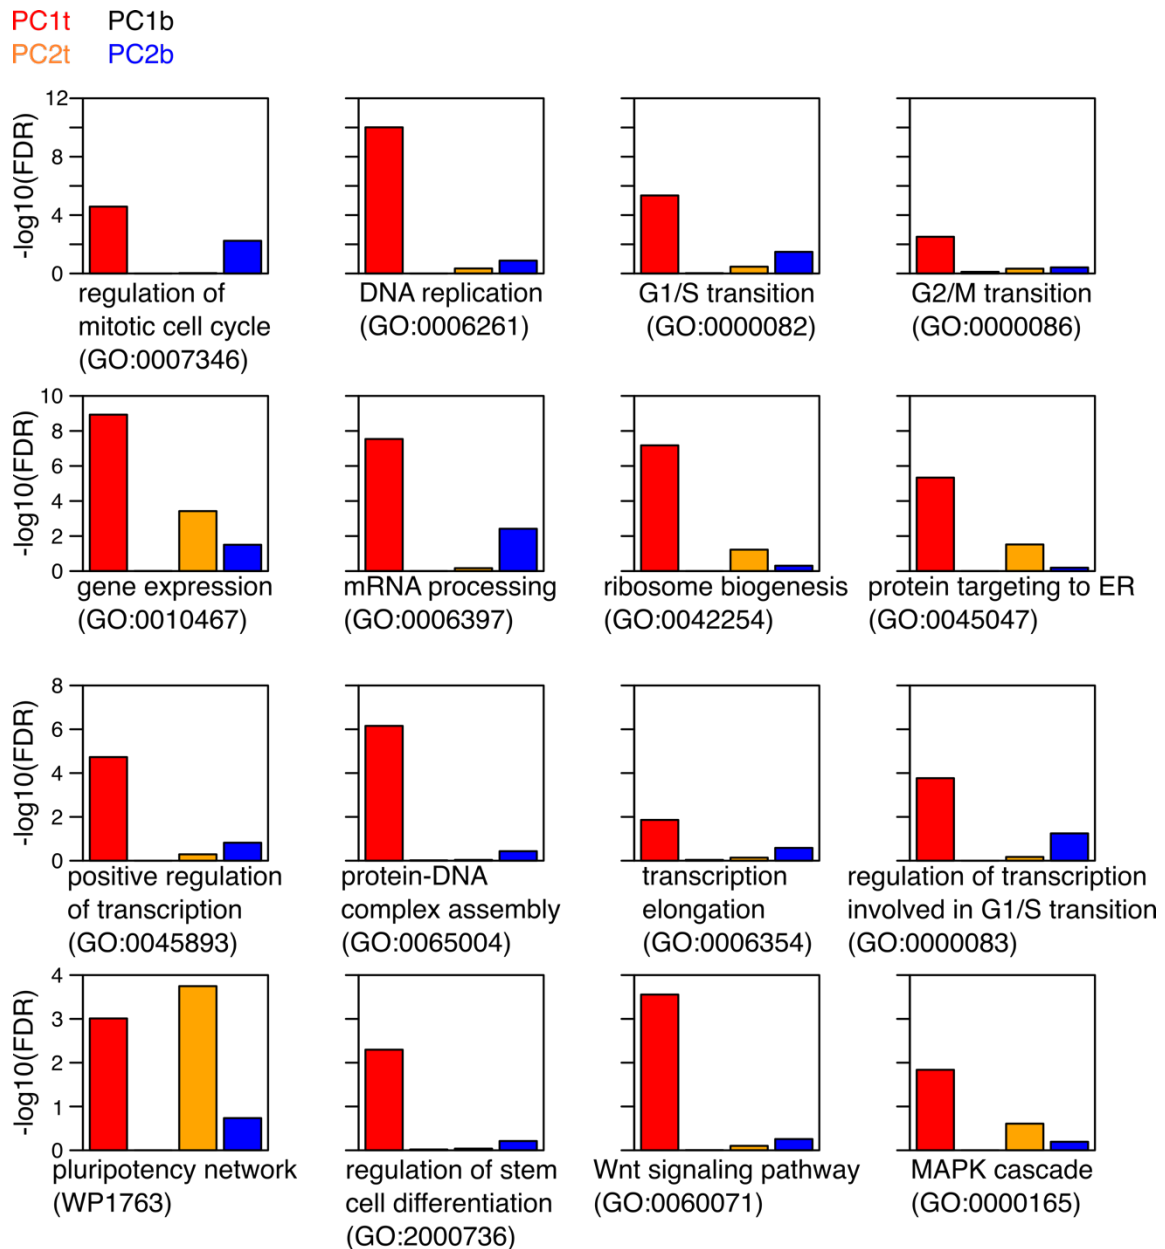

**Figure S3. Examples of gene ontology associations on classes of genes showing different post-mitotic behaviour.** Gene ontology enrichments ( $-\log_{10}(\text{FDR})$ ) for cell-cycle categories (first row), gene regulation (second and third rows) and stem cell related terms (fourth row), calculated for 4 lists of genes derived from PCA analysis of post-mitotic gene reactivation datasets. PC1t, PC1b, PC2t, PC2b correspond to the gene groups shown in Figure 3.

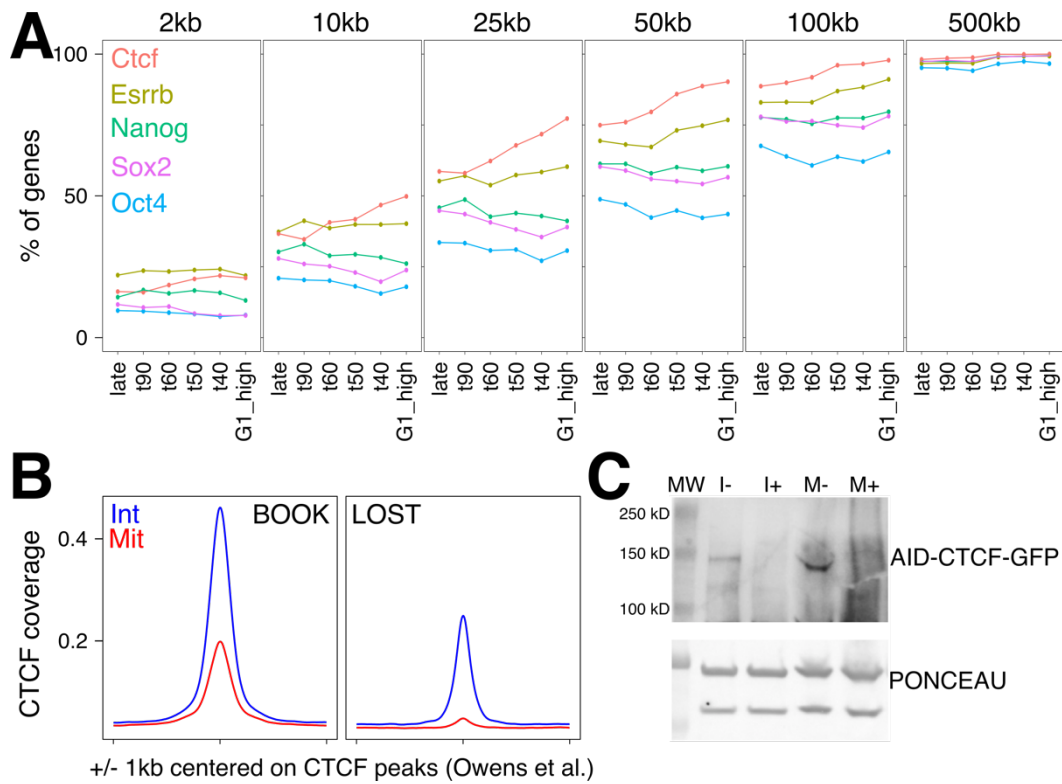

**Figure S4. Additional analyses of pluripotency TFs and CTCF. (A)** Percentage of genes presenting at least 1 TF binding site as detected by ChIP-seq within increasingly bigger genomic windows centred on the TSS, as indicated, calculated for each gene category as in Figure 4C. **(B)** ChIP-seq average binding profile of CTCF at previously identified bookmarked/lost regions (*Owens et al*, 2019), using a double inhibition protocol (RO3306 and Nocodazole) to obtain mitotic cells (red), compared to asynchronous cells (blue). **(C)** Western Blot showing CTCF depletion upon auxin treatment in interphase (I) and mitosis (M).

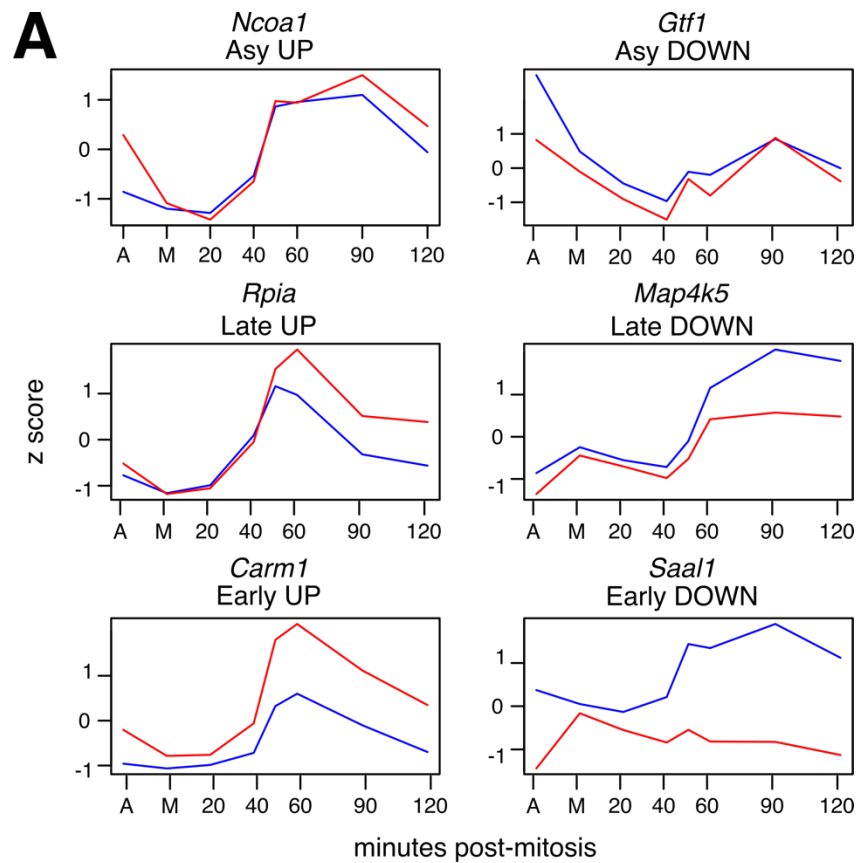

**B**

| Term (Biol. Proc. - Mol. Func. - Cel. Comp.)                                            | Gene Group | Overlap | FDR                 |
|-----------------------------------------------------------------------------------------|------------|---------|---------------------|
| RNA binding (GO:0003723)                                                                | down       | 47/1406 | 0.00605745156311219 |
| aryl hydrocarbon receptor binding (GO:0017162)                                          | up         | 3/8     | 0.0376630558933324  |
| sodium:bicarbonate symporter activity (GO:0008510)                                      | slow       | 2/6     | 0.0260840345590211  |
| solute:bicarbonate symporter activity (GO:0140410)                                      | slow       | 2/6     | 0.0260840345590211  |
| transmembrane receptor protein kinase activity (GO:0019199)                             | slow       | 4/60    | 0.0260840345590211  |
| transmembrane receptor protein tyrosine kinase activity (GO:0004714)                    | slow       | 4/60    | 0.0260840345590211  |
| protein tyrosine kinase activity (GO:0004713)                                           | slow       | 5/108   | 0.0260840345590211  |
| sodium:bicarbonate symporter activity (GO:0008510)                                      | down_slow  | 2/6     | 0.0098098056717529  |
| solute:bicarbonate symporter activity (GO:0140410)                                      | down_slow  | 2/6     | 0.0098098056717529  |
| ribonucleoprotein complex assembly (GO:0022618)                                         | down_fast  | 10/136  | 0.0209500257459238  |
| RNA binding (GO:0003723)                                                                | down_fast  | 36/1406 | 0.0235126268993246  |
| positive regulation of protein acetylation (GO:1901985)                                 | up_asy     | 3/13    | 0.0330274738295088  |
| protein localization to cell junction (GO:1902414)                                      | up_asy     | 3/22    | 0.0424179264636465  |
| monocarboxylic acid transport (GO:0015718)                                              | up_asy     | 4/57    | 0.0424179264636465  |
| negative regulation of gene expression (GO:0010629)                                     | up_asy     | 8/322   | 0.0424179264636465  |
| positive regulation of fibroblast growth factor receptor signaling pathway (GO:0045743) | up_asy     | 2/5     | 0.0424179264636465  |
| peripheral nervous system development (GO:0007422)                                      | up_asy     | 3/25    | 0.0424179264636465  |
| aryl hydrocarbon receptor binding (GO:0017162)                                          | up_asy     | 3/8     | 0.0013115982352832  |
| nuclear receptor coactivator activity (GO:0030374)                                      | up_asy     | 4/53    | 0.0137961063559994  |
| intracellular membrane-bounded organelle (GO:0043231)                                   | up_asy     | 45/5192 | 0.00169231556322617 |
| nucleus (GO:0005634)                                                                    | up_asy     | 39/4484 | 0.00444343156861381 |
| transmembrane receptor protein kinase activity (GO:0019199)                             | up_slow    | 3/60    | 0.0360631636263514  |
| transmembrane receptor protein tyrosine kinase activity (GO:0004714)                    | up_slow    | 3/60    | 0.0360631636263514  |
| 1-phosphatidylinositol binding (GO:0005545)                                             | up_slow    | 2/15    | 0.0360631636263514  |

**Figure S5. Examples and functional gene groups of pre-mRNAs responding to CTCF depletion. (A)** Examples of individual genes belonging to the CTCF responsive gene groups identified in Figure 6A. **(B)** Table of all gene ontology terms (FDR<0.05) identified when considering different combinations of genes derived from Figure 6A, as indicated (Gene Group).

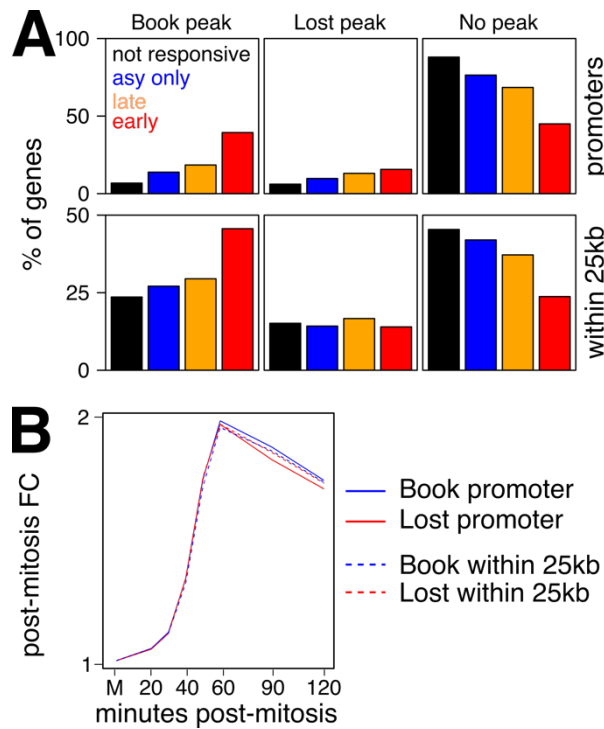

**Figure S6. Additional correlations of CTCF bookmarking with post-mitotic gene transcription.**

**(A)** Percentage of genes displaying CTCF binding in interphase and in mitosis (Book, left panel), in interphase only (Lost, middle panel), or none (right panel), as a function of their dependency to CTCF: not responsive (black), responsive only in asynchronous cells (blue) or also early (red) or late (orange) after mitosis. Two parameters were considered: binding at the promoter (top) and within a 25kb region spanning the promoter (bottom). **(B)** Average post-mitotic dynamics of genes bound by CTCF either in interphase and in mitosis (Book, red) or only in interphase (Lost, blue). Two parameters were considered: binding at the promoter (solid lines) and within a 25kb region spanning the promoter (dashed lines).

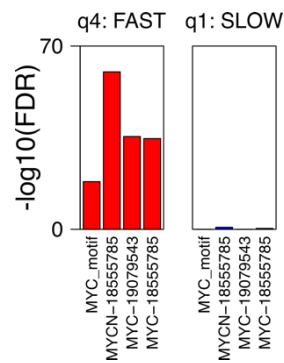

**Figure S7. MYC is a relevant candidate to control post-mitotic gene transcription in ES cells.**

Statistical enrichments of two groups of post-mitotic reactivation genes (fast and slow, corresponding to q4 and q1 in Figure S2 A). The analysed parameters are the presence of the MYC motif at the TSS, or the presence of MYC ChIP-seq peaks in PMID-18555785, PMID-19079543, PMID-18555785, as reported by Enrichr analyses.

How the deposited data were processed for this re-analysis (not part of the article)

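Pre-mRNA was measured by RNA-seq in CCNA-GFP cells (19 libraries) and in CTCF-AID cells without and with IAA (36 libraries), in asynchronous cells, in mitotic cells and at 20 to 120 min after release from nocodazole. According to the paper's methods, the authors prepared ribo-depleted, stranded, paired-end libraries, aligned the reads to mm10 with STAR and quantified them with RSEM on Gencode vM12 with an added pre-mRNA isoform for each gene. The authors then deposited the TPM of the pre-mRNA isoform, with genes filtered to those above 0.5 TPM in asynchronous cells or in at least 2 post-mitotic samples. The deposited tables list 9911 genes for CCNA-GFP and 10237 for CTCF-AID, with no gene listed more than once and no column left unused. All 9911 genes pass the stated filter. Values of each library are whole multiples of a step, which is that of TPM rounded at 0.01 times a factor that differs between libraries, and the paper's text does not name this factor. TPM hold no counts, so neither the number of reads nor the counting error of a value is known, and differences were judged against the spread between replicates. At 50 min in CCNA-GFP, with a single library, the mean of the spreads at the other post-mitotic time points was used to judge the alternatives.

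Each column was assigned to its stage, arm and replicate by its header. In CTCF-AID the headers of the asynchronous libraries are garbled and do not spell out the stage, which was read from the column names of Dataset EV3. Whether equal replicate numbers pair libraries was tested on the values. Deviations from the stage mean correlated above 0.1 in 15 of 15 pairs of CCNA-GFP stages (r from 0.14 to 0.78, median 0.60) and in 18 of 18 pairs of CTCF-AID stages (r from 0.51 to 0.88, median 0.79), so the numbers pair the libraries. At CTCF-AID stages with 2 replicates both pairs give the same value by construction, which leaves 12 distinct values. The CCNA-GFP fit has the replicate as a block and the fold changes are taken within replicates. The CTCF-AID fit has no block, and the block is among the alternatives. The exact tests of medians are unpaired. No library was a copy of another: Spearman's rho between replicates ran from 0.918 to 0.984, and at most 0.313% of values were identical.

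Fold changes from mitosis were (TPM + 1) / (mitotic TPM + 1) within a replicate, averaged over replicates. The shares of genes at their maximum or at the asynchronous level, and the groups by time point, used mean TPM. Principal components were computed on the centred log2 fold changes of the CCNA-GFP stages, or on the centred log2(TPM + 1) of the CTCF-AID stages and arms, with single libraries projected on them. Tests on single genes used limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3 on log2(TPM + 1), with Benjamini-Hochberg adjustment within each comparison. For CCNA-GFP each stage was compared with mitosis with the replicate as a block, at an adjusted p of 0.05. For CTCF-AID, +IAA was compared with −IAA at each stage without a block, at an adjusted p of 0.1 and an absolute log2 fold change of 0.2, and genes were combined as in the paper (asynchronous cells, or at least 2 post-mitotic time points). The mean IAA effect over 20 to 60 min was compared with that in asynchronous cells as an interaction in the same fit. The paper's test, DESeq2 on rounded RSEM counts, was not used, since there are no counts. Medians of 2 or 3 libraries were compared by exact permutation tests. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Random gene lists were drawn 10000 times with seed 1 in 20 bins of expression.

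The fits were tested on simulated data with the design and spread of the real libraries. Of 200 genes changed by 1 on the log2 scale, 85–97% were called, and false calls made up 4.42–6.08% of the calls in the CCNA-GFP design and 8.06–11.5% in the CTCF-AID design. Of 200 genes changed by 0.3 at 20 min, 1% were called in the fit without a block. This size of change was not simulated for the fits with a block, and the simulated libraries do not share deviations between libraries of the same replicate.

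Genes named one by one follow a rule: the genes that the paper's text, Fig 2 or Appendix Fig S5A names, Ctcf, the 3 genes with the largest mean change from mitosis among those called and higher in every replicate at 60 min, and the 3 higher and 3 lower genes with the largest mean IAA difference among those called in at least 2 post-mitotic time points and changed the same way in every pair there. The genes of Appendix Fig S1 were summarised as 2 lists. Dennd6b and Ocrl fall outside the rule and were chosen after their values were seen. Positions are from Gencode vM21 on GRCm38, the assembly that mm10 names, and 9900 of 9911 and 10225 of 10237 symbols were matched.

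The settings above, the rule for naming genes and the alternatives were chosen before the data were examined, apart from a single alternative. For CCNA-GFP, the pseudocount and the rules for fold changes and groups rest partly on rows of Dataset EV1, which come from the same libraries. The alternatives were a pseudocount of 0.1, genes with a mean of at least 1 TPM, libraries scaled to the same total, divided by their scaling factor or centred on their median, the replicate block added or left out, fold changes within replicates or from mean TPM, eBayes without a trend, a separate fit for each stage, a stricter adjusted p or a minimum fold change, other rules for the asynchronous level, the 50 min time point left out, and each replicate left out in turn. The block for each replicate within each stage was added after the data had been seen.

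The copies of the supplementary tables read here are incomplete: that of Dataset EV1 holds 777 rows of 9911 genes, and that of Dataset EV3 holds 795 rows with 351 of the 611 genes. Their rows were used only to describe the down groups of Fig 6A, and their column names helped to assign the libraries. Gene ontology, ChIP-seq, imaging, flow cytometry and mRNA levels were not analysed here.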

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

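The tests on Dennd6b and Ocrl in this part were chosen after their values had been seen.

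The fit over the CTCF-AID libraries compared the IAA effect averaged over 20 to 60 min after release with the IAA effect in asynchronous cells, gene by gene, and 2 of 10237 genes passed an adjusted p of 0.1 (117 at an unadjusted p under 0.05). The paper does not report this comparison. Dennd6b, on chromosome 15 of GRCm38 from 89182213 to 89196496, had a difference between the effects of 0.83 on the log2 scale (standard error 0.10, limma adjusted p = 0.000233). Its IAA effect was −1.05 in asynchronous cells (lower in 3 of 3 pairs), −0.05 at 20 min (1 of 2 pairs), −0.10 at 40 min, −0.26 at 50 min, −0.50 at 60 min, −0.89 at 90 min and −1.001 at 120 min (lower in 2 of 2 pairs at each). In asynchronous cells Dennd6b was at 1.50 ± 0.391 TPM without and 0.197 ± 0.0761 TPM with IAA (SD, n = 3 each). Ocrl, on chromosome X from 47912387 to 47965868, had a difference between the effects of 0.48 (standard error 0.08, limma adjusted p = 0.0274). Its IAA effect was −0.63 in asynchronous cells (lower in 3 of 3 pairs), −0.12 at 20 min, −0.07 at 40 min, −0.21 at 60 min, −0.43 at 90 min and −0.43 at 120 min (lower in 2 of 2 pairs at each). Ocrl was at 1.25 ± 0.197 TPM without and 0.451 ± 0.0617 TPM with IAA in asynchronous cells (SD, n = 3 each).

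Neither a shift shared by all genes nor the scaling of the libraries accounts for the difference in either gene. With each library centred on its median it was 0.88 for Dennd6b and 0.53 for Ocrl, and with each library divided by its scaling factor 0.56 and 0.33, all past the threshold. Both genes are at low TPM, where a pseudocount of 1 shrinks differences, and both were lower at 20 to 60 min than in asynchronous cells also without IAA. With a pseudocount of 0.1 the difference of Dennd6b was 1.92 and past the threshold, which argues against the pseudocount as its whole cause. For Ocrl it was 0.85 and not past it (limma adjusted p = 0.541), so for this gene an effect of the pseudocount cannot be told apart from a change of the IAA effect with time. Over the 9 alternatives that could be run on these genes, the adjusted p ran from 2.2e-07 to 0.148 for Dennd6b, under 0.1 in 8, and from 5.5e-05 to 1.0 for Ocrl, under 0.1 in 6. Without replicate 3 neither passed (limma adjusted p = 0.148 for Dennd6b and 0.21 for Ocrl). Without replicate 2 Ocrl did not pass either, with a difference of 0.45, while Dennd6b passed with 0.94. The number and the direction of such genes depend on the block: with the replicate block 42 genes passed, 25 with a positive and 17 with a negative difference between the effects, and with the block for each replicate within each stage, chosen after the data had been seen, 235, 72 positive and 163 negative. Genes with a mean of at least 1 TPM gave 0 genes (61 at an unadjusted p under 0.05), since neither gene passes that filter.

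What stays open is not separable in this design. Asynchronous cells had IAA for 4 h and mitotic cells for 2 h before release, so the length of the treatment goes with the stage. A slow return of the pre-mRNA after mitosis could also leave little to lose in the first hour: without IAA, Dennd6b was at 0.742 ± 0.0616 TPM at 40 min and 1.45 ± 0.0832 TPM at 120 min (SD, n = 2 each), and its difference with a pseudocount of 0.1, 1.92, does not separate this from a later need for CTCF. A biological difference between the stages is one hypothesis among these and was not tested apart from them.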

How the results depend on the processing

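Across the alternatives, 176 values that answer a comparison moved by more than the spread between replicates, or for a count by more than 1.5 times, and 309 did not. Among single genes, 180 values kept direction and call, 12 were no longer called, 12 became called and 4 changed sign. For each change below the cause was not tested, unless the construction of the alternative is named as showing it. The alternatives with an absolute log2 fold change over 0.2 (12 values) and an adjusted p of 0.05 (11) moved none of the values counted here. Fold changes within replicates (8) and the highest of the post-mitotic time points (1) moved none of these either, but among values outside this count fold changes within replicates gave 11.8% of genes at their maximum by 50 min, 75.8% by 90 min and 1323 genes in t60, and with the highest of the post-mitotic time points all genes are at their maximum by 120 min by construction.

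Scaling each library to the same total forces the sum of the listed genes to be equal, so a change shared by all genes is removed by construction. The CCNA-GFP medians were then 0.993 at 20 min, 0.990 at 30 min, 0.966 at 40 min, 0.973 at 50 min, 1.02 at 60 min, 1.03 at 90 and at 120 min and 1.02 in asynchronous cells, and the CTCF-AID medians at 60 min 1.04 without and 1.05 with IAA. Genes higher than in mitosis numbered 2347 at 40 min, 3607 at 60 min, 3155 at 90 min, 2849 at 120 min and 2457 in asynchronous cells, and genes lower 3100 at 40 min, 3302 at 60 min, 2593 at 90 min, 2325 at 120 min and 2016 in asynchronous cells. The share at the asynchronous level was 18.3% by 40 min, 25.5% by 60 min and 31.4% by 120 min, with 365 genes first there at 50 min. These shares do not count the 4449 genes that were then lower in asynchronous than in mitotic cells. By 120 min 76.3% of genes were at their maximum and for 2352 it lay in asynchronous cells. PC1 and PC2 held 54.7% and 23.2% (CCNA-GFP) or 55.4% and 23.1% (CTCF-AID), and the correlation of length with the change at 120 min was −0.331. IAA changed 8 genes at 40 min, 67 at 50 min, 71 at 60 min, 126 at 90 min, 123 at 120 min and 192 in asynchronous cells, 63 higher and 142 lower by the combined rule, with 51 in the interaction. The early_down median at 20 min was −0.0613. At 60 min the log2 fold change of Pou5f1 was −0.0477, of E2f1 −0.31 and of Rb1 −0.25, and the IAA difference of Ncoa1 was 0.0123, each of the opposite sign.

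Dividing each library by its scaling factor lowers all TPM while the pseudocount stays at 1, which by construction shrinks fold changes. The CCNA-GFP medians were then 1.07 at 20 min, 1.29 at 50 min, 1.28 at 60 min, 1.34 at 90 min and 1.27 at 120 min. The CTCF-AID medians were 1.00 at 20 min with IAA, and 1.32 without and 1.31 with IAA at 60 min. By 120 min 85.5% of genes were at their maximum, 481 genes were lower in asynchronous than in mitotic cells and 62 were called so, and genes called lower numbered 1 at 40 min, 45 at 90 min and 37 at 120 min. PC1 held 75.9% (CCNA-GFP), and PC1 and PC2 69.8% and 14.8% (CTCF-AID). The correlation of length with the change at 40 min was −0.440. IAA changed 1 gene at 40 min, 28 genes at 120 min and 11 in the interaction, and the early_down medians were −0.0627 at 20 min, −0.18 at 60 min and −0.19 in asynchronous cells. Centring the libraries on their median gave 11 genes changed by IAA at 40 min, 79 at 50 min, 75 at 60 min, 134 at 90 min, 104 at 120 min and 168 in asynchronous cells, 54 higher and 130 lower by the combined rule, 24 in the interaction and an early_down median of −0.0420 at 20 min.

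A pseudocount of 0.1 widens the fold changes of genes at low TPM by construction. The CCNA-GFP medians became 1.06 at 20 min, 1.15 at 30 min, 1.38 at 40 min, 1.89 at 50 min, 2.48 at 60 min, 2.33 at 90 min, 2.19 at 120 min and 1.51 in asynchronous cells, and the CTCF-AID medians at 60 min 2.02 in both arms. The early_down medians became −0.20 at 20 min, −0.40 at 60 min and −0.52 in asynchronous cells, the correlation of length with the change −0.577 at 40 min and −0.339 at 120 min, and PC2 of CTCF-AID 12.6%. Genes higher than in mitosis at 30 min numbered 246, genes lower at 60 min 80 and genes changed by IAA at 50 min 14. Testing only genes with a mean of at least 1 TPM leaves fewer genes by construction. The CCNA-GFP medians were then 1.25 at 40 min, 1.63 at 50 min, 1.96 at 60 min, 1.90 at 90 min and 1.75 at 120 min, and those of CTCF-AID at 60 min 1.66 without and 1.65 with IAA. The share at the asynchronous level was 78.3% by 60 min and 86.6% by 120 min, 93.5% were at their maximum by 120 min, and for 440 genes it lay in asynchronous cells. Genes higher than in mitosis numbered 2 at 20 min and 187 at 30 min, genes lower 25 at 60 min, 42 at 90 min and 27 at 120 min, and genes lower in asynchronous than in mitotic cells 475. IAA changed 43 genes at 90 min, 37 at 120 min and 60 in asynchronous cells, 42 lower by the combined rule, and 0 in the interaction (61 at an unadjusted p under 0.05), and the correlation of length at 40 min was −0.584.

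Without the replicate block, the CCNA-GFP fit called 0 genes higher at 30 min (764 at an unadjusted p under 0.05), 2362 at 40 min and 4628 in asynchronous cells, and 1 lower at 40 min, 26 at 60 min, 30 at 90 min, 35 at 120 min and 76 in asynchronous cells. The counts of higher genes at 60, 90 and 120 min stayed within 1.5 times, at 7740, 8458 and 7863. Ratios of mean TPM, which do not pair the replicates, gave medians of 0.997 at 20 min, 1.57 at 50 min and 1.53 at 120 min. With a replicate block, IAA changed 2 genes at 40 min, 101 at 50 min, 103 at 60 min, 175 at 90 min, 146 at 120 min and 249 in asynchronous cells, 96 higher and 173 lower by the combined rule, with 42 in the interaction. With the block for each replicate within each stage, chosen after the data had been seen, the counts were 89, 229, 215, 348, 275 and 403, with 198 higher, 272 lower and 235 in the interaction. The block left the calls in mitotic cells and at 20 min at 0 genes (68 and 139 at an unadjusted p under 0.05 with the replicate block, 436 and 1116 with the block within each stage). Of the single genes, in asynchronous cells or at 60 min, 1 became called with the replicate block and 8 with the block within each stage, and leaving out the block in CCNA-GFP changed no call of the 10 genes tested there. A separate fit for each stage has fewer libraries for the variance by construction. It called 0 genes at 60 min (218 at an unadjusted p under 0.05) and 0 at 120 min (216), 19 at 50 min, 39 at 90 min and 8 in asynchronous cells, 3 higher and 10 lower by the combined rule, and it gives no interaction.

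Among the other choices, eBayes without a trend called 0 genes higher at 30 min, a level of 1.1 times the asynchronous mean was reached by 77.5% of genes by 120 min, and genes that stayed at the asynchronous level from then on were 64.0% by 60 min and 72.1% by 120 min. Leaving out the 50 min time point gave a PC1 of 83.7%.

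With each replicate left out in turn, where libraries remained, the share at the asynchronous level ran from 26.7 to 41.6% by 40 min, from 67.5 to 74.8% by 60 min and from 78.9 to 82.2% by 120 min, and the share at the maximum by 120 min from 88.0 to 91.8%. The correlation of length at 40 min ran from −0.550 to −0.514. Genes called lower in asynchronous than in mitotic cells ran from 128 to 197. Genes higher than in mitosis were 309 at 30 min without replicate 2 and 1 at 20 min without replicate 3, the single fits that could be run there. Genes changed by IAA in asynchronous cells ran from 0 without replicate 1 (178 at an unadjusted p under 0.05) to 72 without replicate 2, genes higher by the combined rule from 18 to 21, genes lower from 37 to 59, and interaction genes from 0 without replicate 3 (111 at an unadjusted p under 0.05) to 1. The CTCF-AID median at 20 min with IAA ran from 0.988 to 0.998 and PC1 of CTCF-AID from 70.4 to 75.4%. Of the single genes, 7 were no longer called without replicate 1 and 1 without replicate 3, where 1 became called. Without replicate 1 no post-mitotic time point keeps 2 libraries per arm, so the combined rule gave no value. Few libraries are then left for the variance, so calls lost in that fit do not show that an effect rests on replicate 1.

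Since read counts are not known, the limit of detection comes from the replicates: at 20 min the −IAA and +IAA arms have 2 libraries each, and in simulated data a change of 0.3 on the log2 scale was called in 2 of 200 genes in the fit without a block, the single fit simulated with this change.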

Differences from the paper's values

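The paper reports 611 genes with differential pre-mRNA in asynchronous cells or in at least 2 post-mitotic samples, and the limma fit on TPM gave 113 under the same rule. Of these 113 genes, 78 were lower with IAA, and 77 of the 113 were among the paper's 260 early_down genes. Both lists come from the same libraries, so this overlap is not independent evidence. None of the alternatives set before the data were examined came within 1.5 times the paper's number. They gave 269 genes with the replicate block, 205 with the same total in each library, 184 with libraries centred on their median, 110 with a pseudocount of 0.1, 109 with eBayes without a trend, 105 with libraries divided by their scaling factor, 96 at an adjusted p of 0.05, 80 without replicate 2, 66 among genes with a mean of at least 1 TPM, 55 without replicate 3 and 13 with a separate fit for each stage. The block for each replicate within each stage, chosen after seeing the values, gave 470 genes, which is within 1.5 times the paper's 611 and below it.

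The share of genes at their maximum by 50 min is about 12% in Fig. 3B (left), read by eye, and was 22.1% from mean TPM. Fold changes taken within each replicate, an alternative set before the data were examined, gave 11.8%, and leaving out replicate 2 gave 12.8%. The paper's methods state that fold changes were calculated for each replicate and then averaged. The other alternatives set before the data were examined did not close the gap: 23.4% among genes with a mean of at least 1 TPM, 38.8% with the same total, 45.4% with libraries divided by their scaling factor, 25.7% with the highest of the post-mitotic time points only and 21.6% without replicate 1. Without the 50 min time point the share was 0.989% and without replicate 3 it was 1.42%, but no 50 min library is left in either, so these values do not bear on 50 min. The rules of 1.1 times the asynchronous mean and of staying at the asynchronous level left it at 22.1%.

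Appendix Fig S5A shows Ncoa1, Rpia, Carm1 and Map4k5 as genes that respond to the loss of CTCF. None of them was called at any stage in the fit without a block. The largest log2 differences over the 8 stages were 0.27 for Ncoa1, 0.39 for Rpia, 0.40 for Carm1 and −0.30 for Map4k5. With the same total in each library, Ncoa1 was called in asynchronous cells, with 0.29, and Rpia at 90 and 120 min. With libraries centred on their median, Ncoa1 was called in asynchronous cells and Rpia at 120 min, and with the replicate block Rpia at 120 min. With the block for each replicate within each stage, chosen after seeing the values, each of the 4 genes was called at some stage: Ncoa1 in asynchronous cells, Rpia from 60 to 120 min, Carm1 in asynchronous cells and from 50 to 120 min, and Map4k5 at 90 and 120 min.

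The paper places the start of the response of the early_down genes at 20 min after release. No single gene was called at 20 min here (31 at an unadjusted p under 0.05), also not with the block for each replicate within each stage (1116 at an unadjusted p under 0.05). A call needs an absolute log2 fold change above 0.2, so the absence of calls cannot exclude a small response. Relative to all genes the early_down genes were lower with IAA by −0.05 both in mitotic cells and at 20 min. The paper describes the PC scores of the arms in asynchronous cells and at 120 min as identical. They differed by 1.17 on PC1 in asynchronous cells and by 0.531 at 120 min, less than the distance between replicates.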

Other observations

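The tests in this part on the scaling of the CTCF-AID libraries, on replicate 3 at 50 min, on the mitotic early_down genes and on the length of the IAA genes by direction were chosen after the results had been seen.

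Gene length went with the time of reactivation in CCNA-GFP cells. Across genes, which are not independent replicates, Spearman's rho between the length of the gene and its change from mitosis was −0.274 at 20 min, −0.302 at 30 min, −0.550 at 40 min, −0.517 at 50 min, −0.369 at 60 min, −0.236 at 90 min and −0.248 at 120 min. At 40 min it was −0.514 in replicate 1 and −0.550 in replicate 2, and from −0.617 to −0.520 within the 5 classes of expression. The median length was 13677 bp in t40, 26440.5 bp in t50, 45627.5 bp in t60, 61979 bp in t90 and 52708 bp in the late group. Of 1094 genes under 5 kb, 66.3% were at their maximum by 60 min, and of 1058 genes over 100 kb 21.4% were. A candidate explanation is the time a polymerase needs to cross a long gene, for which a correlation that is negative early and rises later is what a test could have found or not; rho was −0.55 at 40 min. Length also goes with other features of genes, which were not tested, and a bias of the quantification by length that is equal in all libraries cancels in a fold change.

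Levels at 60 min were above those of asynchronous cells, with a median ratio over genes of 1.33 in CCNA-GFP cells and 77.8% of genes higher, which argues against a few abundant genes as the source. The libraries carry scaling factors whose origin is not stated. Divided by these factors, the ratio was 1.05 in CCNA-GFP cells, with 1.17 in replicate 1 and 0.988 in replicate 2. The scaling and a burst above the asynchronous level thus cannot be told apart there, since the replicates lie on both sides of 1. These ratios include the pseudocount of 1, which weighs more once TPM are divided, so the fall from 1.33 cannot be laid to the factors alone. The divided totals at 60 min and in asynchronous cells were 11189 and 7068 in replicate 1, and 8766 and 8916 in replicate 2. In CTCF-AID cells without IAA the same division gave 1.16 (SD 0.0455 between replicates), which the scaling factors leave above 1. With the same total in each library the ratio was 1.00 in CCNA-GFP and 1.02 in CTCF-AID cells, as that scaling removes a shared change whatever its source. Whether TPM of pre-mRNA that rise for most genes at once follow transcription per cell could be decided by added reference RNA, which was not analysed here.

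Of all genes, 44.7% had their maximum at 50 or 60 min, which argues against maxima spread evenly over the 9 conditions. The share with a maximum in asynchronous cells, 10.4%, does not by itself argue against this. An even spread over 9 conditions would also leave a small share there. The t50 group rests on a single library of replicate 3. Set against the asynchronous library of its own replicate, it held 2115 genes against 3362, a fall of more than 1.5 times, which is consistent with the level of replicate 3 as a source of part of this group. Comparing 2 single libraries also adds their scatter, and 1 library cannot settle how large this part is.

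Of the G1_high genes, 43.4% were lower in asynchronous than in mitotic cells in all 3 pairs. Since the group was chosen by its means on the same libraries, scatter around equal levels cannot be told apart from a true difference for the rest of the group, and the share lies between what scatter and a shared difference would give.

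The early_down genes of the paper were lower with IAA at 20 min, and all genes were lower there too. After each library was centred on its median the early_down difference at 20 min was −0.0420, but the genes were chosen on these libraries, so a shift of all genes cannot be told apart from a response at that time. The paper's rule for its 611 genes does not use mitotic cells. In these the early_down genes were lower than all genes by a mean of −0.0465 (SD 0.0281 between 3 pairs, negative in 3 of 3). This argues against a shift of all genes there, provided that the division into early, late and asy groups did not use mitotic cells either. The paper does not state how that division was made. Relative to all genes they were no lower at 20 min than in mitotic cells. This could be an effect of IAA before release, or noise carried over from the choice of the genes, since libraries of the same replicate number deviate together.

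The 113 genes changed by IAA had a median length of 23733 bp against 22472.5 bp for the others, within the range of random lists of equal expression (17429.9 to 30592 bp). In asynchronous cells the 71 lower genes had a median of 24414 bp (random lists 15995.8 to 32466 bp) and the 32 higher genes 21866 bp (14348.4 to 40242.7 bp), and the correlation of length with the IAA difference was 0.0784, 0.0612 and −0.0946 in the 3 pairs, which argues against a length bias there. From 50 to 120 min the correlation was negative in 8 of 8 pairs, from −0.422 to −0.0270. It differed in sign between pairs in mitotic cells (0.570, −0.189 and −0.0804), at 20 min (0.102 and −0.132) and at 40 min (0.0263 and −0.140). No gene was called at these stages in the fit without a block (23, 31 and 85 at an unadjusted p under 0.05). The genes called at 2 or more post-mitotic time points had a median of 25717 bp where lower (45 genes, random lists 14567.8 to 35876.1 bp) and 16667 bp where higher (15 genes, 10837 to 49349.1 bp). These lie within wide ranges, with the lower genes the longer ones, so for the genes called from 50 to 120 min a length bias cannot be told apart from an effect of IAA.

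Other splits of the libraries were counted for comparisons of 3 libraries with 3, where 10 splits exist and no share under 0.1 can be reached. For asynchronous against mitotic CCNA-GFP cells, 1 of 10 splits, the real one, gave at least 7170 genes. For IAA in asynchronous CTCF-AID cells, 2 of 10 gave at least 103 genes. The other one gave 250 genes and parts only 1 of the 3 pairs, and of the 4 splits that part all 3 pairs the real one gave 103 genes and the others 0. For IAA in mitotic cells, 10 of 10 gave at least 0 genes, and the largest gave 2.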
